# Stage-specific differential gene expression profiling and functional network analysis during morphogenesis of diphyodont dentition in miniature pigs, Sus Scrofa

**DOI:** 10.1186/1471-2164-15-103

**Published:** 2014-02-06

**Authors:** Fu Wang, Jing Xiao, Wei Cong, Ang Li, Fulan Wei, Junji Xu, Chunmei Zhang, Zhipeng Fan, Junqi He, Songlin Wang

**Keywords:** Gene expression profile, Diphyodont, Odontogenesis, Miniature pig

## Abstract

**Background:**

Our current knowledge of tooth development derives mainly from studies in mice, which have only one set of non-replaced teeth, compared with the diphyodont dentition in humans. The miniature pig is also diphyodont, making it a valuable alternative model for understanding human tooth development and replacement. However, little is known about gene expression and function during swine odontogenesis. The goal of this study is to undertake the survey of differential gene expression profiling and functional network analysis during morphogenesis of diphyodont dentition in miniature pigs. The identification of genes related to diphyodont development should lead to a better understanding of morphogenetic patterns and the mechanisms of diphyodont replacement in large animal models and humans.

**Results:**

The temporal gene expression profiles during early diphyodont development in miniature pigs were detected with the Affymetrix Porcine GeneChip. The gene expression data were further evaluated by ANOVA as well as pathway and STC analyses. A total of 2,053 genes were detected with differential expression. Several signal pathways and 151 genes were then identified through the construction of pathway and signal networks.

**Conclusions:**

The gene expression profiles indicated that spatio-temporal down-regulation patterns of gene expression were predominant; while, both dynamic activation and inhibition of pathways occurred during the morphogenesis of diphyodont dentition. Our study offers a mechanistic framework for understanding dynamic gene regulation of early diphyodont development and provides a molecular basis for studying teeth development, replacement, and regeneration in miniature pigs.

## Background

Odontogenesis is driven by many genes encoding signature and signaling molecules, which are regulated by epithelial-mesenchymal interactions mediated by the fine-tuning of conserved signaling pathways including Shh, Wnt, FGF, Tgf-β, Bmp, Eda, etc. [1,2]. The current understanding of the molecular mechanisms controlling tooth development has come mostly from studies in mice, which have only one set of non-replaced dentition with a diastema and are obviously different from humans with respect to tooth anatomy and development; therefore, relatively little is known about the mechanisms of tooth replacement in mammals [2-5]. A desirable model remains a significant obstacle for understanding the mechanisms of tooth replacement. Pigs resemble humans in anatomy, physiology, pathophysiology, development, and immune responses [6-8], and have been successfully used as an experimental model for craniofacial research [9-18]. Recently, swine have become more popular as a useful pre-clinical model for jaw osteoradionecrosis, jaw bone defects, salivary gland radiation damage, periodontal diseases, craniofacial disorders, temporal mandibular joint fractures, and autoimmune diseases [9-13]. Swine would serve as excellent pre-clinical experiment alternatives for tooth development and regeneration compared with the rodent models widely used. The initiation, eruption time, and sequence of tooth development in miniature pigs are quite similar in humans. In addition, swine have diphyodont dentition, which is an excellent model for studying teeth replacement [18-22]. The teeth anatomy and deciduous teeth development of miniature pigs have been described previously [20,21,23]. To date, there is a lack of gene expression and regulation profiles during odontogenesis in swine and the differences in gene expression profiles between swine, rodents, and human remain largely undefined. Recently, the porcine genome project was completed [24-33]; thus, further analysis of the mechanisms of morphogenetic patterns and diphyodont replacement should be possible using molecular methods in this large animal model.

The primary teeth and successional counterparts of Wuzhishan miniature pigs have many similarities to humans in size, morphology, number, and form of teeth [20,21]. We previously determined the patterns of early diphyodont morphogenesis in the Wuzhishan miniature pig [34]. The results indicated that the last deciduous molar (third deciduous molar, Dm3) in the mandible of the miniature pig undergoes cap stage at embryonic day 40 (E40), bell stage at E50, secretory stage at E60, and its successional tooth is derived from the lingual successional dental lamina (sdl), which is visible at E50 when its deciduous counterpart is in bell stage, and changes little in morphology at E60 (Figure 1A). The developmental features offer a desirable pattern for understanding diphyodont replacement. Moreover, the analysis of the genome sequence of the Wuzhishan miniature pig has been published [33]. Based on the above studies, we used the Wuzhishan miniature pig as a large animal model to investigate the gene expression profiles and functional regulation networks of developing deciduous molars and their replacement counterparts using microarrays. We analyzed the differential gene expression profiles and characterized the gene regulatory networks of morphogenesis and cell differentiation during early diphyodont morphogenesis. We identified the stage-specific genes and pathways with differential regulation. The results provide a molecular base for further research on tooth development, replacement, and regeneration using the miniature pig as a large animal model.

**Figure 1:**
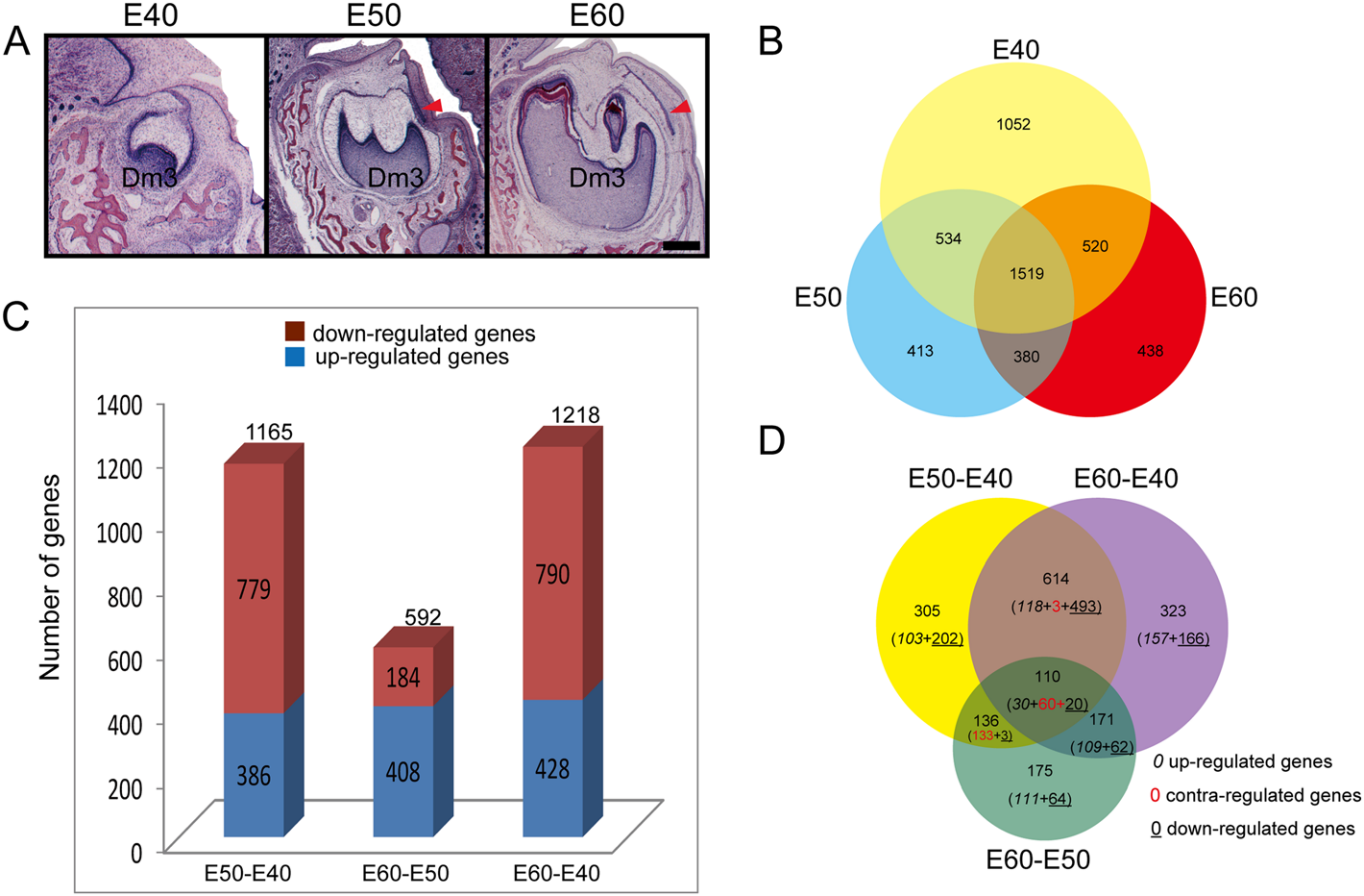
**Gene expression profiles during early morphogenesis of deciduous molars and successional dental lamina. (A)** The third deciduous molar (Dm3) in the mandible of the miniature pig is in the cap stage at E40 (no successional dental lamina), bell stage at E50 (lingual successional dental lamina appearing, red arrowhead), and secretory stage at E60 (successional dental lamina changes little). Scale bar, 500 μm. **(B)** Venn diagrams showing the stage-specific gene expression profiling at E40, E50, and E60, with each section showing the gene expression number. **(C)** The genes with differential expression between stages, with down-regulated genes being predominant on E50 versus E40, while up-regulated genes were more dominant when comparing E60 versus E50. **(D)** Venn diagrams showing the numbers and type (up-, down- or contra-regulated) of transcriptional alterations between stages.

## Results and discussion

### Global transcriptome complexity and gene expression profiles during early morphogenesis of deciduous molars and successional dental lamina

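The last deciduous molar germs of Wuzhishan miniature pigs, with the dental lamina, were pooled within 1 litter on each of E40, E50 and E60, and the RNA of each pool was hybridised to 1 Affymetrix Porcine Genome Array. E40 is the cap stage, E50 the early bell stage, and E60 is called the late bell stage in the methods of the paper and the secretory stage elsewhere. The authors deposited log2 MAS 5.0 signals for 24123 probe sets, of which 124 are array controls and 23999 were used here. Each array had been scaled by the authors to the same mean signal, with the brightest and the dimmest 2% left out. The median signal was 163.5 on E40, 125.0 on E50 and 132.0 on E60, and the 75th percentile was 645.1, 611.3 and 605.7 in the same order. The detection calls with which the study filtered its genes were not used here. In their place, a signal under the 25th percentile of its own array was raised to that percentile, which was 29.3 on E40, 17.2 on E50 and 21.8 on E60. A fold change against a raised signal is a lower bound, and no fold is given where both signals lay under the percentile or where the raised signal passed the other array's signal. A probe set was called higher or lower where its signals differed by over 2-fold. With 1 array per stage there is no spread between replicates, so no p-value is given, and each difference compares the arrays of 3 pools rather than the stages at large. As the only measure of precision inside the table, 435 genes had at least 2 measured probe sets of which at least 1 differed by over 2-fold between E40 and E50, and in 282 of them (64.8%) all probe sets moved the same way. The share was 60.5% on E60 versus E50 and 66.7% on E60 versus E40. Genes were grouped into lists written before the table was opened but after the fold changes in the paper's own tables had been read, each gene was represented by its brightest probe set, and the median log2 fold change of a list was ranked among 10000 random lists of the same size matched on mean signal.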

After digital processing of the array data, 18,528 transcripts (79.67% of all probe sets) were present in the tooth germs from the three stages, of which 17,297, 16,518, and 16,529 probes were expressed on E40, E50, and E60, respectively. Of these, 1,052, 413, and 438 genes were expressed only in tooth germs on E40, E50, and E60, respectively, and 1519 genes were expressed in all three stages (Figure 1B). 

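The probe sets that reached the 25th percentile of the E40 array on E60 alone included that of ENAM, which encodes the enamel matrix protein enamelin. NEB, TNNI1 and MYBPC1, which encode proteins of the muscle sarcomere, reached this level on E40 alone. These genes were chosen after their values were seen. With the same level applied to every array in place of detection calls, 17999 probe sets (75%) lay at or above it on E40, 16322 (68.0%) on E50 and 16985 (70.8%) on E60. A total of 18763 probe sets reached it on at least 1 array and 15594 on all 3 arrays. Signal at this level was seen on E40 only for 1292 probe sets, on E50 only for 138 and on E60 only for 384. The level is a percentile of the E40 array, so the E40 share is fixed by it.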

Large numbers of transcripts were differentially expressed with more than two-fold changes between any two given stages, and 2,035 genes with annotations were screened for subsequent analysis (Additional file 1). The number of genes with significant differential expression varied between the three stages investigated: 1,165 between E50 and E40 (386 up-regulated genes, 779 down-regulated genes), 592 between E60 and E50 (408 up-regulated genes, 184 down-regulated genes), and 1,352 between E60 and E40 (428 up-regulated genes, 790 down-regulated genes) (Figure 1C). 

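Genes of the muscle sarcomere were most of the largest falls from E40 to E50, while genes of the enamel and dentin matrix led the rises from E50 to E60. Among probe sets with exactly 1 gene symbol and both signals above the floor, the 10 largest falls on E50 versus E40 included NEB, MYLPF, TNNI1, MYL2, TNNC1, ACTC1, MYBPC1 and ACTN2, all of the contractile apparatus. The other 2 were LOC396711, a locus without a gene name, which fell most (393-fold, 9250.7 to 23.5), and SPRP of keratinised epithelium (95.4-fold, 4321.1 to 45.3). Under the same limits, which hold for all rankings here, the largest rises in that comparison were those of AMBN, an enamel matrix gene, SCIN, which encodes an actin-severing protein, and CKMT1A, a mitochondrial creatine kinase. On E60 versus E50 the largest rises with both signals above the floor were in ENAM, DSPP and MMP20, and the largest falls in the neuropeptide gene NPY and in ISG15, MX1 and IFIT1, which interferon induces. On E60 versus E40, AMBN, MMP20, CKMT1A and the protease inhibitor gene A2M rose most among probe sets above the floor on both arrays. In all, 477 probe sets were higher and 2862 were lower by over 2-fold on E50 versus E40, which together are 13.9% of the probe sets. On E60 versus E50, 1184 were higher and 349 lower (6.4%), and on E60 versus E40, 840 were higher and 2343 lower (13.3%). The dimmer signal lay under the floor for 881 of the 2862 lower probe sets on E50 versus E40 and for 317 of the 1184 higher ones on E60 versus E50. Quantile normalization of the arrays gave 1209 higher and 1636 lower on E50 versus E40, 745 and 508 on E60 versus E50, and 1477 and 1631 on E60 versus E40. Leaving out the listed genes of skeletal muscle and keratinised epithelium, a choice made after the data had been seen, kept 23938 of the 23999 probe sets. Of these, 477 were higher and 2815 lower on E50 versus E40. Probe sets without a name and muscle genes outside the list, such as ACTC1, stayed in. The count thus cannot show how much of the imbalance comes from muscle or keratinised epithelium.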

Venn diagram analysis showed the most changes in gene expression occurred on E60 versus E40 (323 genes were significantly altered, with 157 up-regulated and 166 down regulated). Less transcripts were significantly altered between E60 and E50 (175 genes were significantly altered, with 111 up-regulated and 64 down regulated) [35]. In addition, there were a total of 110 genes with significant alterations during all 3 stages, with 30 genes commonly up-regulated, 20 commonly down-regulated, and 60 contra-regulated (diverse transcription) (Figure 1D). 

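Among the probe sets higher at every comparison were those of TGFB1, a secreted growth factor, WFDC1, a secreted protein with a WAP domain, and GNRH1, which encodes gonadotropin-releasing hormone. The signal of WFDC1 was 526.5 on E40, 1082.2 on E50 and 3127.4 on E60, and that of GNRH1 was 19.6, under the floor, then 750.7 and 1506.2. Lower at every comparison were MEIS1, a homeobox transcription factor, at 4012.7, 1275.2 and 635.6, and ALDH1A1, an enzyme of retinoic acid synthesis, at 800.5, 108.7 and 48.4. A second probe set of MEIS1 went the same way (682.3, 136.7 and 60.8). The muscle genes ACTC1, TNNI2 and PGAM2 were also lower each time, as was ACTN2 on 1 probe set (2831.0, 51.7 and 2.8) but not on the one with the highest mean log2 signal (584.2, 39.4 and 40.8). WFDC1, GNRH1, MEIS1, ALDH1A1 and PGAM2 were chosen after their values were seen. In total, 256 probe sets differed by over 2-fold in every pair of stages, of which 42 were higher each time, 29 were lower each time and 185 went both ways. Another 909 probe sets differed only on E50 versus E40 (150 higher, 759 lower), 464 only on E60 versus E50 (359 higher, 105 lower) and 758 only on E60 versus E40 (311 higher, 447 lower). Under quantile normalization 90 probe sets, not 185, went both ways, and under a floor at the 50th percentile 42 probe sets differed in every pair.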

The results suggested the differential gene expression patterns in the different developmental stages of the pig tooth germ were consistent with the transitions of morphogenesis. During early diphyodont morphogenesis from E40 to E60, the Dm3 underwent 2 stages (“cap stage to bell stage” and “bell stage to secretory stage”). The Dm3 showed dramatic changes in morphology at E50, which reached bell stage with characteristic sdl for secondary permanent tooth, and Dm3 morphogenesis changed little at E60 (secretory stage) without evidence of morphological changes in the sdl. 

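The 11 housekeeping genes had a median log2 fold change of 0.02 on E50 versus E40, -0.05 on E60 versus E50 and -0.07 on E60 versus E40, and 1 of them, YWHAZ, a 14-3-3 protein gene, chosen after its values were seen, passed 2-fold (1606.9, 2447.1 and 1091.6, 2.24-fold lower on E60 than on E50). GAPDH, a glycolytic enzyme, stood at 22890.1, 21972.7 and 20863.5 on E40, E50 and E60 on its brightest probe set. Other bright GAPDH probe sets stood at 10676.2, 13081.6 and 11188.1 and at 3073.0, 4129.9 and 3642.7, and dim ones lay in part under the floor. RPS18, a ribosomal protein, stood at 42541.3, 39166.6 and 40551.5. No signal of the 11 genes was under 1091.6, so they cannot show whether the deposited scale holds for dim signals. Of the probe sets that differed by over 2-fold on E50 versus E40, 14.3% were higher (95% Wilson interval 13.1% to 15.5%, for counting error only). The share was 77.2% on E60 versus E50 (75.1% to 79.3%) and 26.4% on E60 versus E40 (24.9% to 27.9%). In the brighter 50% of the probe sets 310 were higher and 722 lower on E50 versus E40 (30.0% higher), and in the dimmer 50% 167 were higher and 2140 lower (7.2%), a gap that closed after quantile normalization (44.6% and 41.3%). The shares in the brighter and the dimmer 50% were 74.6% and 78.5% on E60 versus E50, and 42.0% and 16.4% on E60 versus E40. After quantile normalization they were 70.1% and 54.0% on E60 versus E50, and 54.2% and 42.6% on E60 versus E40. In these pairs a gap thus remained, with the larger share in the brighter 50%. On the deposited scale the median probe set stood at -0.15 (log2) on E50 versus E40, 0.04 on E60 versus E50 and -0.11 on E60 versus E40. When the arrays were scaled to equal medians, the share of higher probe sets was 44.6% on E50 versus E40, 68.9% on E60 versus E50 and 52.6% on E60 versus E40, where it turned to the higher side, and the housekeeping medians became 0.41, -0.13 and 0.24. The shares after quantile normalization were 42.5%, 59.5% and 47.5%, and the median probe set then stood at 0.09, -0.03 and 0.04. Scaling to the housekeeping genes gave 9.8%, 86.9% and 27.7%. The paper sets the numbers of changed genes at each step beside the histology of the Dm3 and proposes from them at which step more genes take part in its morphogenesis.

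**Figure D1:**
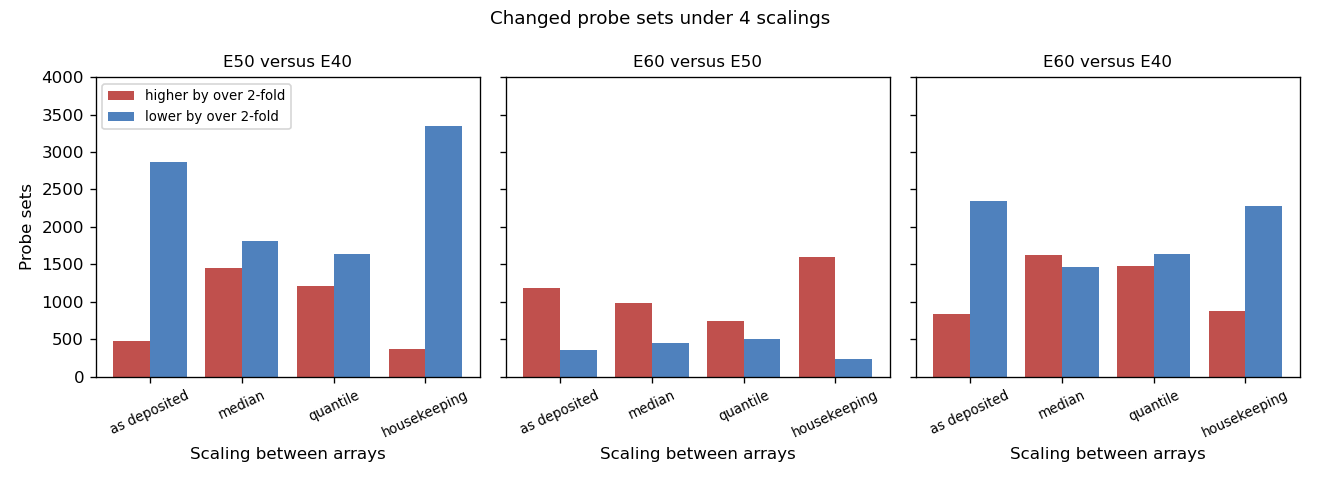
Numbers of probe sets (vertical axis) higher (red bars) or lower (blue bars) by over 2-fold in each pair of stages, with the arrays as deposited, scaled to equal medians, quantile normalized or scaled to the housekeeping genes (horizontal axis). On E50 versus E40 the lower probe sets outnumber the higher ones under all 4 scalings, by 2862 to 477 as deposited and by 1636 to 1209 after quantile normalization.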

So, the more changes in transcription between E50 and E40 implied that more gene variations were involved in Dm3 morphogenesis from cap stage to bell stage as well as the appearance of sdl The results also showed the genes were predominantly down-regulated on E50 versus E40; while, up-regulated genes dominated the morphogenesis of tooth germs on E60 versus E50.

In summary, the gene expression profiles indicated that spatio-temporal patterns of gene expression were mainly down-regulated; while, both activation and inhibition occurred during diphyodont morphogenesis. Our results provide a molecular basis for studying teeth development, replacement, and regeneration and a better understanding of the dynamic gene regulation of early diphyodont development in the miniature pig.

### Immunocytochemistry and real-time RT-PCR verification of gene expression

Validation of microarray data was achieved using immunocytochemistry and real-time reverse transcription–polymerase chain reaction (qRT-PCR). We used immunocytochemistry to detect proteins known to be important for tooth germ cell differentiation (i.e., Ambn, Dsp, and MMP25). The results confirmed there were similar changes in expression at the protein level (Figure 2A). Nine representative genes were chosen for qRT-PCR, based either on their fold change and/or their potential functions. 

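On the array, AMBN, which encodes the enamel matrix protein ameloblastin, had a signal of 59.8 on E40, 2675.2 on E50 and 29942.0 on E60, so it was 44.7-fold higher on E50 than on E40 and 11.2-fold higher again on E60. DSPP, the precursor of dentin sialoprotein, stood at 3.6, 80.3 and 4194.5 on its brightest probe set. It was at least 2.74-fold higher at the first step and 52.2-fold higher at the second. Its other 2 probe sets were brightest on E60 as well, but neither was called higher on E50 than on E40. They stood at 18.1 and 17.9, without a fold, and at 1.7 and 29.8, at least 1.02-fold higher. The probe set that the paper lists as MMP25 carries the symbol MMP20 in the platform table, the protease that cleaves enamel matrix proteins. Its signal was 53.0, 212.6 and 5407.1 (4.01-fold and 25.4-fold higher). The paper names an anti-MMP25 antibody for the staining. If the probe set reads MMP20, its signals and that staining concern different genes and cannot be compared. TGFB1 stood at 263.3, 596.1 and 1826.5, which is 2.26-fold and then 3.06-fold higher. TGFB2 had 4 probe sets that moved apart: they stood at 1320.6, 1118.8 and 1337.4, at 376.1, 459.4 and 532.3, at 186.5, 185.2 and 407.4 (2.20-fold higher on E60 than on E50), and at 153.8, 95.9 and 68.5. FGF2, a fibroblast growth factor, was 3.51-fold lower on E50 than on E40 (77.4 and 22.1), and on E60 its signal of 8.6 was under the floor. BMP2 and CTBS carried no name in the tables used here, so no value is given for them. The qRT-PCR measurements themselves were not analysed here.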

The qRT-PCR results were also consistent with the normalized microarray data (Figure 2B).

**Figure 2:**
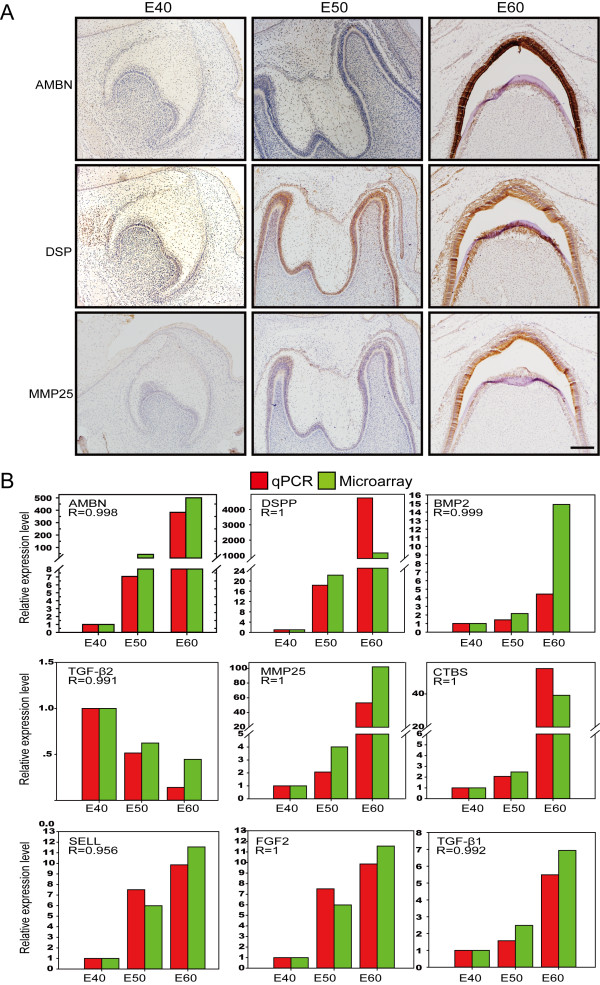
**Verification of gene expression by immunocytochemistry and real-time RT-PC. (A)** Immunocytochemistry assay visualized by DAB (brown) showing the expression changes of Ambn (ameloblastin), Dsp (dentin sialoprotein), and MMP25 (matrix metallopeptidase 25) were in concordance with the results of the normalized microarray. **(B)** Pearson correlation analysis (R > 0.9, *p <* 0.05) showing the expression levels of nine genes detected by real-time RT-PCR (qPCR, red box) were in agreement with the results of the normalized microarray (green box). R, Pearson correlation coefficient.

### Gene ontology analysis of screened genes

Gene ontology (GO) analysis of significantly up-regulated differential genes on E50 versus E40 showed (Additional file 2) these genes strongly correlated with multicellular organism development, odontogenesis of dentine-containing teeth, regulation of gene expression, cell adhesion, signal transduction, integrin-mediated signaling pathways, metabolic processes, and apoptosis. 

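Genes of several functions were higher by over 2-fold on E50 than on E40. Among probe sets with both signals above the floor, SCIN rose most after AMBN (37.7-fold, from 47.8 to 1805.5), followed by CKMT1A (21.4-fold), TRH, the thyrotropin-releasing hormone gene (15.8-fold), CBR1, a carbonyl reductase (12.1-fold), SATB1, a chromatin organiser (10.2-fold), SERPINA1, the gene of alpha-1-antitrypsin (9.95-fold), and HAPLN1, a link protein of hyaluronan and proteoglycans (7.89-fold). Among 14 named genes of tooth signalling and transcription factors, 4 were higher and 2 lower by over 2-fold, and the list's median log2 fold change of 0.22 lay at the 90.87th percentile of the random lists, within their range. BMP4, a growth factor of the enamel knot and dental mesenchyme, stood at 2328.6 on E40, 3160.1 on E50 and 3893.1 on E60, and LEF1, a transcription factor of Wnt signalling, at 3511.9, 3209.8 and 2454.8. DKK1, a Wnt inhibitor chosen after its values were seen, was among the higher genes (99.1, 202.5 and 325.3). On E60 versus E50 the list had 1 higher and 2 lower genes and a median of 0.06, and on E60 versus E40 3 higher and 2 lower and a median of -0.03. With the arrays at equal medians the first was 0.60, the second -0.02 and the third 0.28, so the sign of the second and the third turned with the scaling. The lists of the study's GO groups were chosen on these same arrays, so their members' direction is not independent evidence.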

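Skeletal muscle genes were far lower on E50 than on E40. Of 30 measured genes of the muscle list, 29 were lower by over 2-fold and none higher, with a median log2 fold change of -4.61, below all of the random lists. MYLPF, a fast myosin light chain, went from 8765.9 on E40 to 60.9 on E50 (144-fold lower), NEB, the gene of nebulin, from 3494.0 to 23.3 (150-fold), MYL2 from 4658.5 to 44.9 (104-fold) and TNNC1, a troponin, from 3557.5 to 36.7 (96.8-fold). TTN, the gene of titin, which was chosen after its values were seen, was at least 181-fold lower, down from 3118.4. TPM2, a tropomyosin that smooth muscle and other cells also express, stood at 2478.0, 1310.7 and 1721.7, within the 2-fold limit. On E60 versus E40, 28 of 30 genes were lower and the median was -4.32, and on E60 versus E50 the median of 22 measured genes was 0.08, or -0.16 after quantile normalization. On E60 versus E50, 3 of the 22 were higher and 1 lower. MYL1 was 14.8-fold lower on E50 than on E40 and 6.79-fold higher on E60 than on E50, CHRNA1, a subunit of the acetylcholine receptor, stood at 93.0, 28.5 and 228.4 and was the 1 gene higher on E60 than on E40, and DES, the desmin gene, stood at 886.8, 18.4 and 45.3. CHRNA1 and DES were chosen after their values were seen. Genes of keratinised epithelium moved with the muscle genes. Of 10 measured, 7 were lower on E50 than on E40 (median -2.79) and 8 lower on E60 than on E40 (median -2.91), both medians below all of the random lists, while 8 measured genes had a median of 0.08 on E60 versus E50, a value whose sign turned with quantile normalization (-0.02). IVL, the gene of involucrin, was at least 189-fold lower on E50 (3255.2 to 14.2), CST6, a cysteine protease inhibitor, 16.3-fold, and FABP5, a fatty acid binding protein, 2.38-fold, whereas KRT10 stood at 1320.7, 1713.5 and 2275.5. The paper's own gene tables hold 30 of the 32 named muscle genes, and both lists were written after those tables had been read. A floor at the 50th percentile gave the keratinised epithelium list a median of -1.30 on E50 versus E40.

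**Figure D2:**
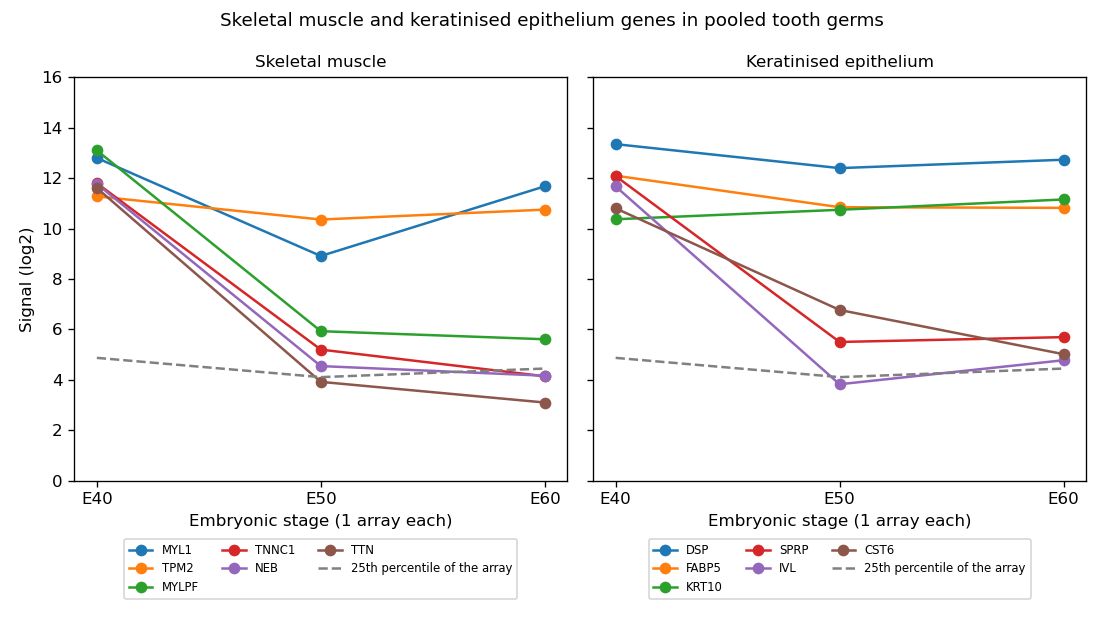
Log2 signals (vertical axis) on E40, E50 and E60 (horizontal axis, 1 array each) of genes of skeletal muscle and of keratinised epithelium. Each line is the brightest probe set of a gene, and the dashed line is the 25th percentile of each array. MYLPF drops from 8765.9 to 60.9 between E40 and E50, and KRT10 stands at 1320.7 and 1713.5.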

The down-regulated differential genes were mainly involved in muscle organ development (Additional file 2). 

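Enamel and ameloblast genes were higher on E60 than on E50: all 7 measured genes were higher by over 2-fold, with a median log2 fold change of 3.48, above all of the random lists. KLK4, a protease of enamel maturation, was not measured in this pair, as both signals lay under the floor (10.4 and 7.0). ENAM went from 26.1 to 6971.7 (267-fold higher) and AMELX, the amelogenin gene, from 2218.3 to 16881.4 (7.61-fold). ACP4, an acid phosphatase needed for enamel and named ACPT in the platform table, was at least 39.9-fold higher (15.8 to 688.1), and TUFT1, the tuftelin gene, was 2.09-fold higher (20.2 to 42.3). On E60 versus E40, 5 of 8 measured genes were higher and 1 lower (median 5.61). On E50 versus E40, 3 of 7 were higher and 2 lower. Their median of -0.17 is the value of ENAM, whose E40 signal of 13.1, once raised to the E40 floor, passed its E50 signal of 26.1, so the sign comes from the floor, and without ENAM, a choice made after the medians were seen, it was 0.65. On E50 versus E40 AMELX was at least 75.8-fold higher while KLK4 was at least 4.36-fold lower. ACP4, TUFT1, KLK4 and IBSP were chosen after their values were seen. Dentin and bone matrix genes were also higher on E60 than on E50, 6 of 12 by over 2-fold and none lower (median 1.07, above all of the random lists). Their median had been -0.73 on E50 versus E40, above only 0.07% of the random lists, with 2 of 11 higher and 4 lower. On E60 versus E40 it was 0.20, within the range of the random lists. IBSP, the bone sialoprotein gene, was 6.55-fold lower on E50 than on E40 (4046.8 to 617.4) and 7.43-fold higher on E60 (4584.5). BGN, a small proteoglycan, was 2.75-fold higher on E60 (1875.4 to 5153.5). ALPL, an alkaline phosphatase of mineralizing tissue, was 4.40-fold higher on E50 than on E40 (875.3 to 3846.9) and stood at 5749.7 on E60, and SPARC stayed bright at 20266.1, 15964.7 and 21697.6. Other genes among the 10 largest rises on E60 versus E50 with both signals above the floor were LOXL4 (10.1-fold), a lysyl oxidase, PRR15 (10.4-fold), GPX3 (9.13-fold), a glutathione peroxidase, and CAPNS1 (8.91-fold), a calpain subunit. The enamel median on E50 versus E40 was 0.57 after quantile normalization, 0.22 with the arrays at equal medians and 3.76 under a floor at the 50th percentile.

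**Figure D3:**
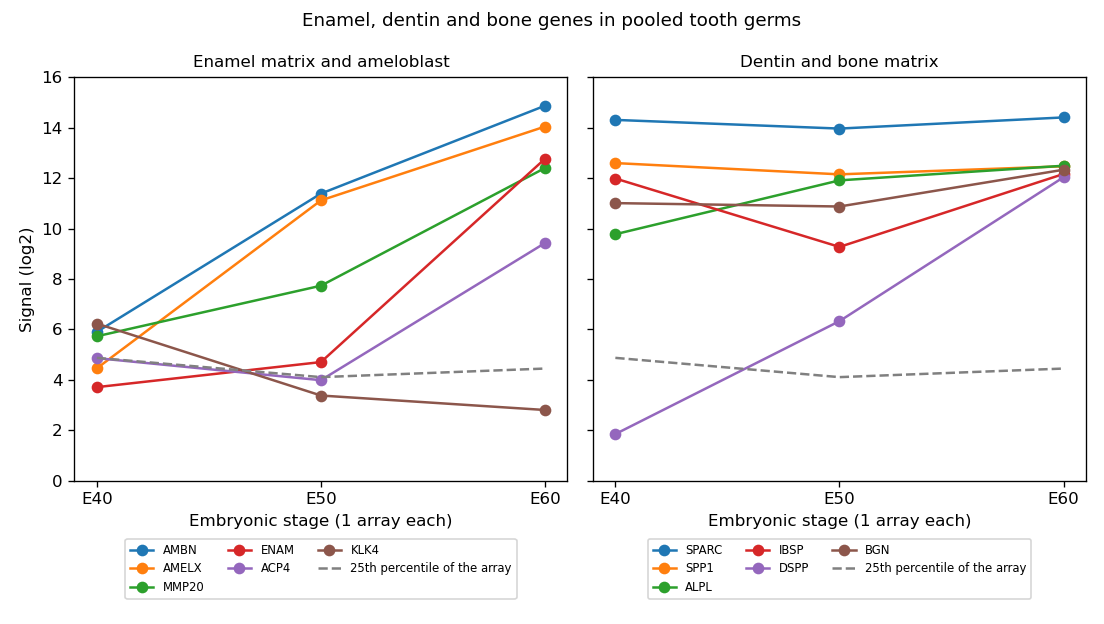
Log2 signals (vertical axis) on E40, E50 and E60 (horizontal axis, 1 array each) of genes of the enamel matrix and of the dentin and bone matrix. Each line is the brightest probe set of a gene, and the dashed line is the 25th percentile of each array. ENAM lies under or near that percentile until E50 and reaches 6971.7 on E60, and IBSP dips to 617.4 on E50.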

Significantly up-regulated differential genes on E60 versus E50 correlated strongly with biomineral tissue development, cell redox homeostasis, metabolic processes, cell adhesion, ion transport, multicellular organism development, oxidation-reduction, epithelial cell maturation, apoptosis, integrin-mediated signaling pathways, and the odontogenesis of dentin-containing teeth (Additional file 3). The down-regulated differential genes were mainly involved in metabolic process, signal transduction, ion transport, muscle contraction, blood vessel development, epithelial to mesenchymal transition, inflammatory response, and immune response (Additional files 2 and 3).

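Interferon response genes made up the clearest fall on E60 versus E50. Of 15 measured genes of the list, 9 were lower by over 2-fold and none higher, with a median log2 fold change of -1.28, below all of the random lists. The same list had 9 of 15 genes higher and none lower on E50 versus E40 (median 1.09, above all of the random lists), and a median of -0.03 over 13 measured genes on E60 versus E40. ISG15, a ubiquitin-like antiviral protein, stood at 113.5, 719.5 and 122.1 on E40, E50 and E60, MX1, an antiviral GTPase, at 190.2, 1035.3 and 186.8, and IFIT1 at 58.6, 341.1 and 67.1. DDX58, the viral RNA sensor RIG-I, was 7.32-fold higher on E50 than on E40 and 2.28-fold lower on E60. IFI44L departed from them, at 445.7, 343.1 and 301.4. Macrophage genes did not move with the list: 1 of 9 measured was lower on E50 versus E40 and none higher (median -0.60, but 0.035 after quantile normalization), and 1 of 10 was higher on E60 versus E50 (median 0.49). Of 11 endothelial genes, none was lower and 2 were higher on E60 versus E50 (median 0.38), after 3 had been lower on E50 versus E40 (median -0.55), and CDH5, an endothelial cadherin, stood at 1070.5, 502.4 and 788.1. Proliferation genes were slightly lower on E60 than on E50, with a median of -0.48 over 17 measured genes, below all of the random lists, but only UBE2C (2.49-fold) and PLK1 (2.12-fold), both of mitosis, passed 2-fold, and PLK1 was named after its value was seen. NPY was 6.63-fold lower on E60 than on E50 (204.7 to 30.9), and ACTC1, an actin of muscle, 4.49-fold (144.5 to 32.2). Additional file 4 of the paper lists a GO group of type I interferon signalling. In the small medians of E60 versus E40 the sign of the interferon list turned with the scaling (0.28 with the arrays at equal medians, 0.24 after quantile normalization).

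**Figure D4:**
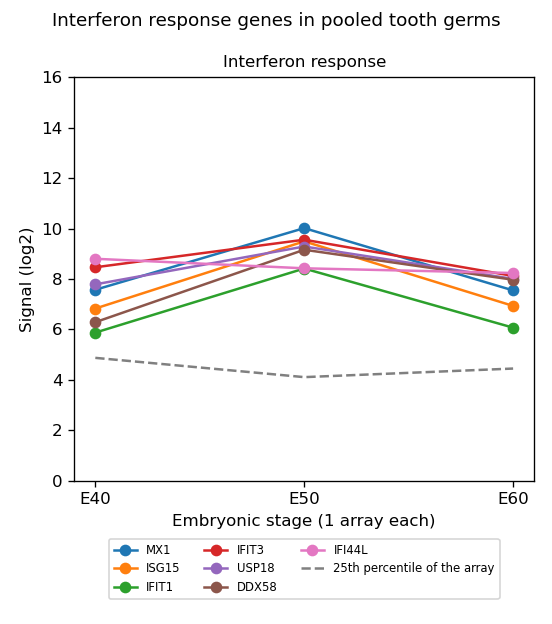
Log2 signals (vertical axis) on E40, E50 and E60 (horizontal axis, 1 array each) of 7 interferon response genes. Each line is the brightest probe set of a gene, and the dashed line is the 25th percentile of each array. MX1 peaks on E50 at 1035.3 between 190.2 on E40 and 186.8 on E60.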

The enriched GO analyses of all significant differentially expressed genes between any two stages were associated with 110 categories (*p <* 0.0002 and FDR < 0.01, Additional file 4). There were 20 very significant GO categories (Figure 3A, Additional file 4) filtered by *p*-value and FDR (*p <* 1E-8, FDR < 1E-8), with the most significant (*p <* 2E-12, FDR < 6E-10) being “muscle filament sliding”, “cell adhesion”, “chromatin modification”, “signal transduction”, and “mRNA processing”, which correlated with down-regulated genes (Figure 3A, Additional file 4). 

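Muscle filament sliding held genes that were nearly all lower on E50 than on E40: of 20 measured genes, 19 were lower by over 2-fold and none was higher. Its members include TNNT3, a fast troponin T chosen after its values were seen, whose signal of 1309.3 on E40 lay under the floor on E50, at least 76.0-fold lower. Cell adhesion genes went both ways, with 6 of 57 measured higher and 22 lower on E50 versus E40, and 12 of 55 higher and 2 lower on E60 versus E50. Chromatin modification had 1 of 29 higher and 12 lower on E50 versus E40, signal transduction 9 of 86 higher and 35 lower, and mRNA processing 0 of 25 higher and 8 lower. Skeletal muscle genes, which the study's first group largely consists of, were lower as a whole in this comparison. Each gene was represented by its brightest probe set, which need not be the one that the study called. The study chose these groups on these same arrays, so the counts are not independent evidence of a direction, and no enrichment was tested here.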

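BMP7, a growth factor of epithelial and mesenchymal signalling, had a signal of 607.9 on E40, 1297.1 on E50 and 1675.4 on E60 and was thus 2.13-fold higher at the first step. MSX1, a homeobox factor of the dental mesenchyme, was 2.12-fold lower on E50 than on E40, at 1559.0, 737.1 and 1213.7. PDGFRA, a receptor of platelet-derived growth factor, was 2.06-fold lower on E50, at dim signals of 57.9, 28.1 and 45.5. LRP6, a Wnt co-receptor, stood at 538.1, 446.0 and 396.8 on the brightest of its 3 probe sets and at 223.3, 166.2 and 198.4 on another. On the LRP6 probe set named from the paper's tables, signals of 92.0, 52.4 and 25.0 were 2.10-fold lower on E60 than on E50. COL1A1, a chain of type I collagen, stood at 93.5, 46.1 and 115.7 on 1 probe set and at 64.9, 6.4 and 162.3 on the other. IFT88, a protein of ciliary transport, was 2.22-fold lower on E50 than on E40, at 769.3, 346.9 and 227.3. DICER1, which processes microRNAs, stood at 143.6, 130.0 and 60.0 on its brighter probe set and was 2.17-fold lower on E60 than on E50. Its other probe set, at 55.2, 39.9 and 26.2, was 1.52-fold lower, within the 2-fold limit. CA2, WNT6 and BMP2 carried no name in the tables used here. Counting also AMBN and AMELX, 3 of the 6 named genes of odontogenesis of dentine-containing tooth were higher by over 2-fold on E50 versus E40 and 2 lower, and on E60 versus E50 2 were higher and none lower. The study selected these genes on the same arrays, so their direction is not independent evidence, and the folds of MSX1, PDGFRA, BMP7 and IFT88 lie near the 2-fold limit.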

We also identified the specific genes that significantly correlated with odontogenesis among the enriched GO categories, including odontogenesis of dentine-containing teeth (*AMELX, PDGFRA, LRP6, BMP7, CA2, WNT6, MSX1, BMP2, AMBN*), tooth mineralization (*AMELX, COL1A1*), regulation of odontogenesis of dentine-containing teeth (*IFT88, DICER1*), and positive regulation of tooth mineralization (*WNT6, AMELX*) (Additional file 5). Furthermore, recent studies suggested dental lamina is a source of odontogenic stem cells, which play an important role in tooth replacement [2,22,36-41]. 

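PTHLH, the gene of parathyroid hormone-related protein, was 2.70-fold higher on E50 than on E40, with signals of 2415.9, 6533.5 and 4699.8 on E40, E50 and E60. WNT10B, a Wnt ligand of the dental epithelium, was 2.11-fold higher on E50 on the probe set that the paper's tables name (206.9, 437.3 and 332.4). ELF3, an epithelial transcription factor, was 8.04-fold lower on E50 than on E40 (608.1, 75.7 and 50.8), and SPINK5, a protease inhibitor of the epidermis, at least 17.9-fold lower from 308.5. Of 15 measured genes of epithelial cell differentiation, 4 were higher and 4 lower by over 2-fold on E50 versus E40, and 5 of 14 were higher and none lower on E60 versus E50. Of 5 measured genes of epithelial to mesenchymal transition, 2 were higher and 1 lower on E50 versus E40. Genes of keratinised epithelium were lower in the same comparison. PTHLH, WNT10B, ELF3 and SPINK5 were chosen after their values were seen. The groups were selected by the study on these arrays and are not independent evidence of a direction.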

Our results showed the enriched genes linked to the GO term molecular function of epithelial development (Additional file 6), including Wnt and BMP, were confirmed to be involved in tooth replacement in other animals, such as snakes, alligators, and ferrets, which suggests signal molecule conservative in evolution and species [2,37,38,42,43]. These enriched genes and GO groups should be studied further to determine regulation patterns of diphyodont replacement in a large animal model.

**Figure 3:**
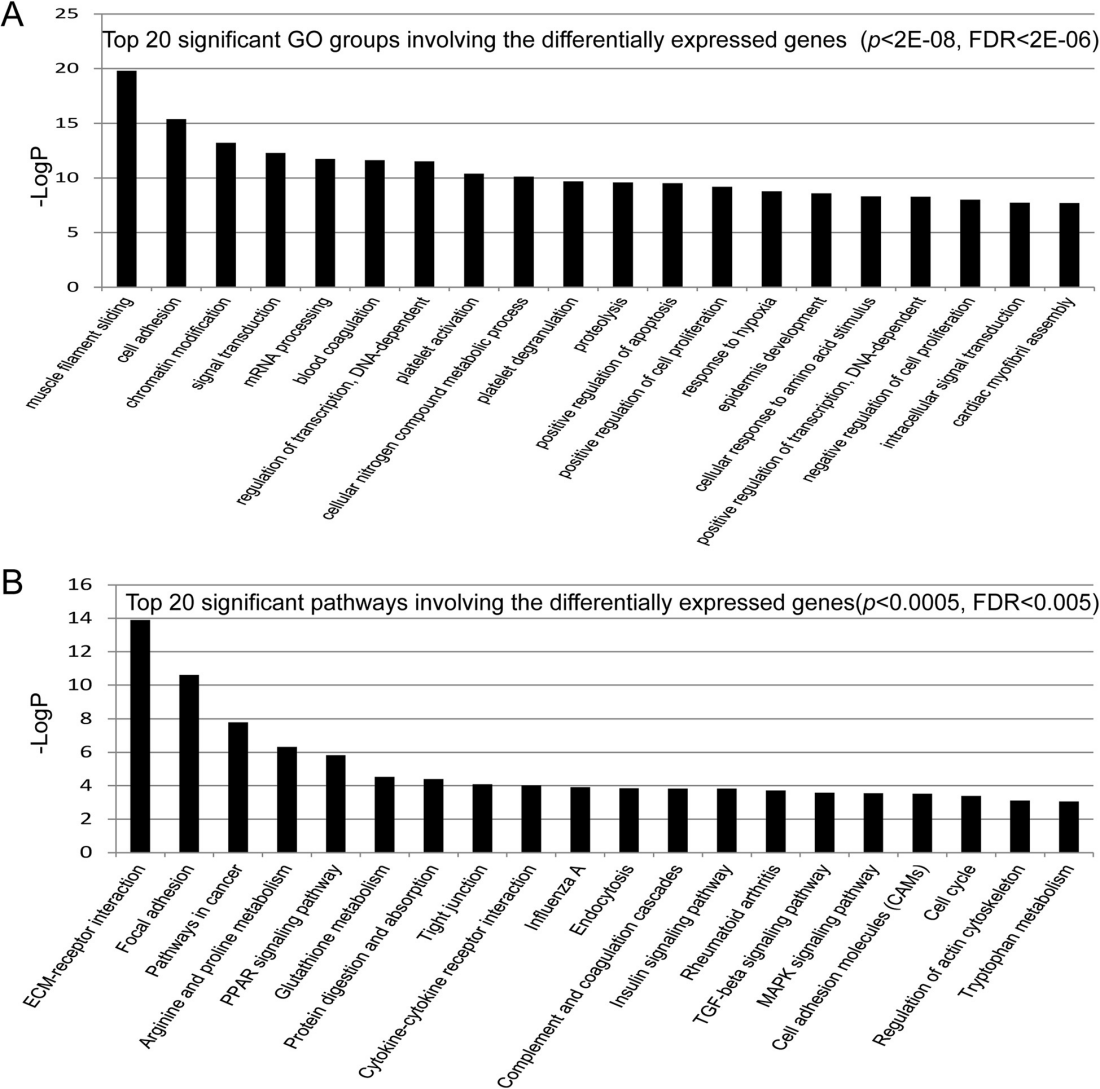
**Gene ontology and pathway analysis of differential genes. (A)** Top 20 significant GO groups involving the differentially expressed genes (*p <* 2E-08, FDR < 2E-06). **(B)** Top 20 significant pathways involving the differentially expressed genes (*p <* 0.0005, FDR < 0.005). The greater –Log*p*, the higher the significance.

### Pathway analysis of screened genes

Pathway analysis was used to determine significant pathways involving the differential genes, according to KEGG, Biocarta and Reatome. A total of 50 significant pathways involved differential genes (*p <* 0.05, Additional file 7). 

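Extracellular matrix genes were lower on E50 than on E40 as a group. Of 16 measured genes of a list of matrix and integrin genes, 5 were lower by over 2-fold and none higher, with a median log2 fold change of -0.79, below all of the random lists. The median was 0.08 on E60 versus E50 and -0.40 on E60 versus E40, where 6 genes were lower and 1 higher. FN1, the fibronectin gene, stood at 9747.2, 6145.8 and 8740.8 on E40, E50 and E60, and ITGB1 at 5915.2, 5602.6 and 7140.7. THBS2, a thrombospondin, went from 2475.7 on E40 to 515.2 on E50, and TNC, the tenascin C gene, from 1057.0 to 364.8. In the study's ECM-receptor interaction pathway, 11 of 22 measured genes were lower and none higher on E50 versus E40, and 4 were higher and none lower on E60 versus E50. COL5A1, a chain of type V collagen, went from 4217.5 to 1182.5, and THBS4, a thrombospondin of tendon and muscle, from 3923.4 to 252.8 (15.5-fold lower). The focal adhesion pathway had 20 of 31 lower and none higher, and MYLPF, MYL2 and ACTN2 of muscle are among the 20. In the other pathways on E50 versus E40, 3 of 34 genes of pathways in cancer were higher and 12 lower, 2 of 11 of arginine and proline metabolism higher and 4 lower, and 0 of 11 of PPAR signaling higher and 5 lower. CKM, the creatine kinase of muscle, was 36.4-fold lower in the arginine and proline group. The study chose these pathways on the same arrays, so their counts are not independent evidence. THBS2, COL5A1, THBS4, TNC and CKM were chosen after their values were seen.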

There were 20 very significant pathways (*p <* 0.0005, FDR < 0.005) (Figure 3B), with the most significant (*p <* 0.00001, FGR < 0.0001) being ECM-receptor interactions, focal adhesion, pathways in cancer, arginine and proline metabolism, and the PPAR signaling pathway (Figure 3B, Additional file 7), some of which were closely correlated with down-regulated genes consistent with down-regulated genes dominating the morphogenesis above mentioned. For example, the ECM-receptor interaction and focal adhesion pathways are involved in homeostasis. The extracellular matrix (ECM), including the integrin and collagen families, serves an important role in tissue and organ morphogenesis and in the maintenance of cell and tissue structure and function. The cells and ECM interactions play essential roles in important biological processes including cell adhesion, cell migration, cell survival and apoptosis, cell proliferation, cell differentiation, and regulation of gene expression. In addition, integrins function as mechanoreceptors and provide a force-transmitting physical link between the ECM and cytoskeleton [44-48]. Taking into account importance of dental lamina on successional odontogenesis, we matched the genes correlated with epithelium determination derived from enriched GO categories with 50 significant pathways above-mentioned, 4 possible pathways were enriched to contribute most likely to diphyodont dentition, including TGF-beta signaling pathway, MAPK signaling pathway, Cytokine-cytokine receptor interaction and Hedgehog signaling pathway (Additional files 6 and 7). This prediction is reflected in the subsequent path-net constructed.

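In the TGF-beta signaling pathway, 3 of 12 measured genes were higher by over 2-fold on E50 than on E40 and 2 were lower. SMAD6, an inhibitor of BMP signalling, was 2.96-fold higher on E50, with signals of 420.3, 1246.0 and 2184.8 on E40, E50 and E60, and the higher genes also included BMP7 and TGFB1. The lower ones were the thrombospondins THBS4 and THBS1 (860.6, 414.5 and 406.6). The MAPK signaling pathway had 1 of 22 genes higher and 12 lower, among them RAPGEF2, an activator of Rap proteins, 5.38-fold lower (499.6 to 92.8), and CACNB1, a calcium channel subunit of skeletal muscle, 13.8-fold lower (316.3 to 23.0). Of 21 genes of cytokine-cytokine receptor interaction, 2 were higher and 9 lower, among them KIT, a receptor tyrosine kinase, 4.34-fold lower (216.8 to 49.9). In Hedgehog signaling, BMP7 and WNT10B were the 2 of 4 measured genes that were higher, and none was lower. SMAD6, THBS1, RAPGEF2, CACNB1 and KIT were chosen after their values were seen. As the study selected the pathways on these arrays, the counts are not independent evidence.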

### Series test of cluster (STC) and STC-GO analysis of genes

To further narrow the target genes with greatly significant differential expression, we placed 2,035 genes in sixteen possible model profiles (Additional file 8) to enrich the expression tendency of the genes using the Series Test of Cluster (STC) analysis. We identified seven patterns of gene expression (profiles 2, 4, 6, 7, 8, 9, and 13, Additional file 9) with significance (*p <* 0.05, Figure 4A). Of these, four patterns were most significant (profiles 4, 7, 8, and 13, *p <* 0.00001, Figure 4A), and the enriched GO terms most significantly associated with these patterns are shown in Figure 4B. The significant tendencies of gene expression can be grouped into three modes: profiles 4, 7, 9, and 13 contained 82, 115, 79, and 284 genes, respectively, whose expression constantly decreased (Figures 4A, and 5A); profile 2 contained 77 genes with constantly increased expression (*p <* 0.05, Figure 5A); profile 6 and 8 contained 144 and 223 genes, respectively, characterized by first decreased then slightly increased expression (*p <* 0.05, Figures 4A, and 5A). 

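Genes of profiles 4, 7, 9 and 13 were lower on E50 than on E40 in all 560 listed probe sets. At the second step, 383 of the 560 were lower again on E60 and 177 were higher, all of the latter in profile 13. Profile 13 held the muscle genes MYLPF, MYL4, MYL2 and TNNC1, and there 107 of 284 probe sets were lower on E60 than on E50, with a median log2 difference of 0.10. MYL4 stood at 4684.9, 88.4 and 47.1 on E40, E50 and E60. SLC2A1, a glucose transporter of profile 4, stood at 5786.5, 3888.5 and 2889.8, and NFIB, a transcription factor of profile 7, at 3671.3, 1466.8 and 986.3. Profiles 6 and 8 were lower on E50 and then higher on E60 in all 367 probe sets, among them COL1A2, a chain of type I collagen (470.4, 205.6 and 472.7), in profile 6 and MYL1 in profile 8. Every one of the 76 probe sets listed for profile 2 was higher at both steps. These directions use the signals without a floor, and 191 of the 560, 165 of the 367 and 24 of the 76 probe sets lay under the floor on at least 1 array. With the arrays at equal medians, 52 of the 79 probe sets of profile 9 were lower on E50, and after quantile normalization 43 of 79, while 172 of 284 of profile 13 were then lower on E60. The profiles were formed from these same signals, so their direction is not independent evidence. MYL4, SLC2A1, NFIB and COL1A2 were chosen after their values were seen.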

The significant enriched GO terms from profiles 2, 6, and 8 are shown in Figure 5B. The lists of assigned genes in each expression profile are included in Additional file 9. Among these patterns, profile 2 had a tendency towards constantly increased gene expression and closely correlated with odontogenesis by STC-GO analysis. The included genes were involved in cell adhesion, odontogenesis of dentine-containing teeth, establishment or maintenance of cell polarity, cellular component movement, epithelial to mesenchymal transition, regulation of epithelial cell migration, mesenchyme development, BMP signaling pathways, tooth mineralization, positive regulation of apoptosis, enamel mineralization, positive regulation of tooth mineralization, organ morphogenesis, etc. 

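BAMBI, a membrane protein that dampens TGF-beta signalling, was 5.45-fold higher on E50 than on E40 and 2.25-fold higher again on E60, with signals of 719.9, 3921.5 and 8816.8. SATB1 stood at 392.8, 1982.5 and 4020.1 on its brightest probe set, and CYP26A1, an enzyme that degrades retinoic acid, at 879.9, 3179.3 and 4354.0. MFAP5, a protein of microfibrils, stood at 631.2, 1414.2 and 2265.1. The enamel genes AMBN and AMELX and the growth factor BMP7 are in this profile too. Over its members the median log2 difference was 1.04 on E50 versus E40 and 0.48 on E60 versus E50. Of its 76 probe sets, 42 were higher by over 2-fold at the first step (75 with the arrays at equal medians, 60 after quantile normalization and 32 with housekeeping scaling) and 12 at the second. CYP26A1 and MFAP5 were chosen after their values were seen.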

STC analysis suggested that down-regulation patterns were predominant and were required for diphyodont morphogenesis, which further verified the array data described above. These gene expression profiles indicated that the assigned genes were involved in dynamic activation and inhibition that may play important roles in diphyodont odontogenesis. Further work is necessary to identify gene regulation patterns.

**Figure 4:**
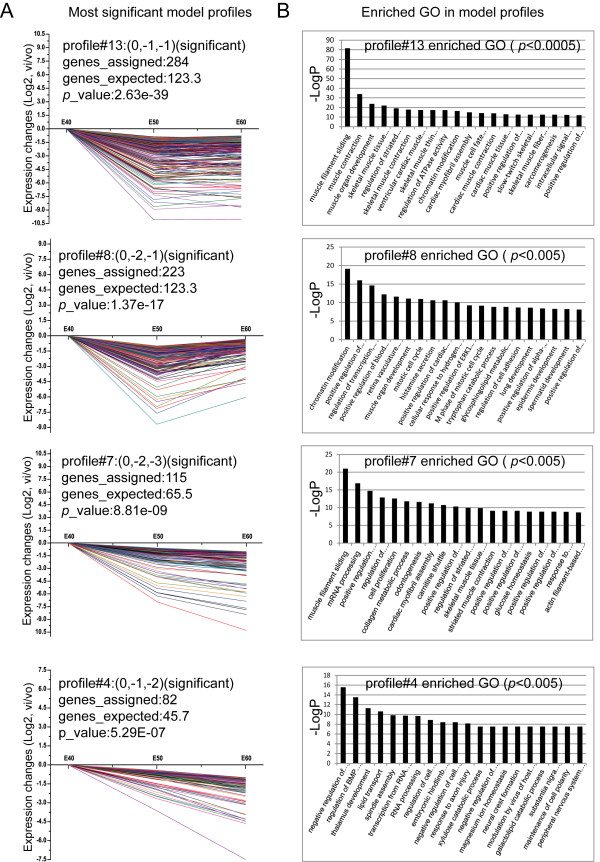
**STC-GO analysis. (A)** The most significant gene expression tendencies of profiles 4, 7, 8, and 13 showed predominantly down-regulation patterns of gene expression. The horizontal axis represents stages, and the vertical axis shows the time series of gene expression levels for the gene after Log normalized transformation. The value in brackets after the profile represents the variation intensity, the genes assigned represent the gene number in each profile, the genes expected represent the theoretical gene number in each profile, and the *p*-value indicates significance. **(B)** The significant enriched GO terms in profiles 4, 7, 8, and 13.

**Figure 5:**
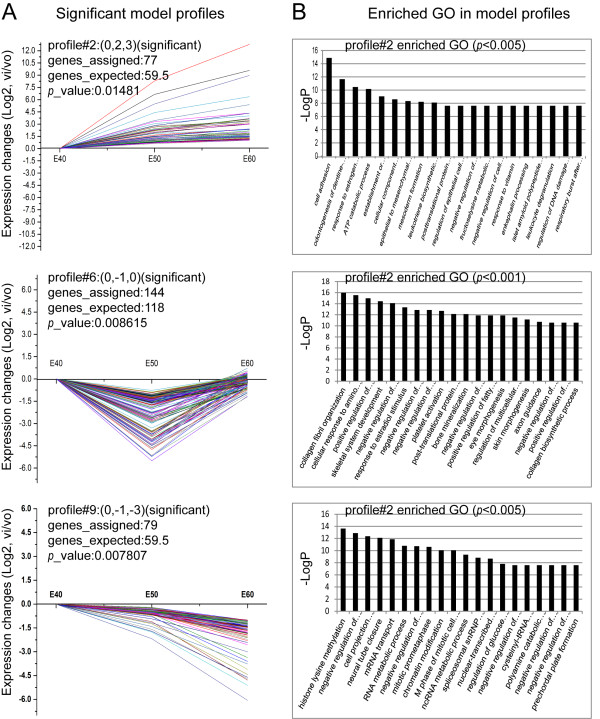
**Significant gene expression tendencies and GO enrichment of profiles 2, 6 and 9. (A)** The significant gene expression tendencies of profiles 2, 6 and 9. **(B)** The significant enriched GO terms in profiles 2, 6 and 9. The 77 genes in profile 2, which consistently increased in expression, closely correlated with odontogenesis. STC-GO analysis showed genes were involved in cell adhesion, odontogenesis of dentine-containing teeth, establishment or maintenance of cell polarity, cellular component movement, epithelial to mesenchymal transition, regulation of epithelial cell migration, mesenchyme development, BMP signaling pathways, tooth mineralization, positive regulation of apoptosis, enamel mineralization, positive regulation of tooth mineralization, and organ morphogenesis.

### Path-net analysis

To further understand the interaction of pathways during diphyodont morphogenesis and screen key pathways with significant role on dental lamina determination, we adopt the strategy to condense information. The pathways were first filtered by STC analysis to enrich 7 significant expression tendencies. Then, an interaction net was built with path-net analysis (Figure 6), according to the graph theory and the interactions among pathways of the KEGG database, to enrich the significant pathways very likely related to diphyodont morphogenesis and identify interactions among the significant pathways involving the up-regulated and down-regulated differentially expressed genes (Fischer’s exact test and the χ^2^ test were used to calculate a P-value to determine significance). As shown in Figure 6, some differentially expressed genes involved in key pathways during diphyodont morphogenesis were identified, including apoptosis, the MAPK signaling pathway, focal adhesion, pathways in cancer, cell cycle, the p53 signaling pathway, regulation of actin cytoskeleton, and the TGF-beta signaling pathway, and so on. Moreover, above-predicted 4 pathways in pathway analysis (TGF-beta signaling pathway, MAPK signaling pathway, Cytokine-cytokine receptor interaction and Hedgehog signaling pathway) and their interaction shown in Figure 6 also played central role. These pathways combined with STC-GO analysis further implied that they likely contributed to dental lamina fate and were required in diphyodont odontogenesis. Thus, the pathway profiles involving differentially expressed genes were identified and provided insights into understanding early diphyodont odontogenesis in miniature pigs. These results, especially pathways related to dental lamina determination, are worthy of further study.

**Figure 6:**
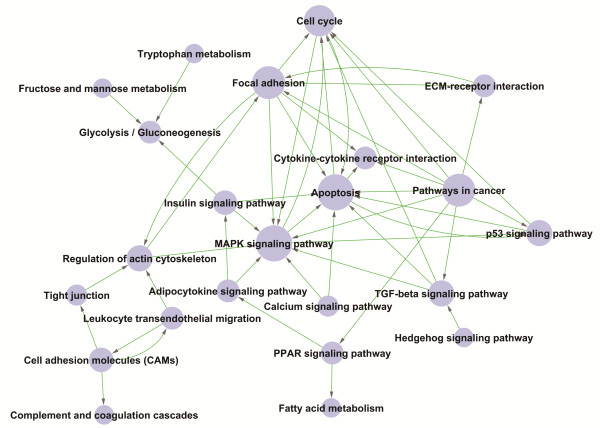
**Significant pathways involving differential genes by path-net construction.** The Path-Net depicted the interactions between the significant pathways of the differentially expressed genes, and was built according to the interactions with pathways in the KEGG database directly and systemically. Cycle nodes represent pathways, the size of nodes represents the power of the interrelation among the pathways, and an arrow between two nodes represents an interaction target between pathways. The more edges of a pathway, the more pathways connecting to it, and the more central role it has within the network.

### Signal-net analysis

Gene signal transduction networks (Signal-net, based on KEGG database about the interactions between different gene products and the theory of network biology) were established to illustrate the inter-gene signaling between the differentially expressed genes. A total of 151 genes were screened as potential targets for diphyodont morphogenesis (Additional file 10). 

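The members of this network that were lower by over 2-fold on E50 than on E40 and brightest on E40 were, in this order, MYLPF, MYL2, COL5A1, THBS4, TNNC1, MAGI3, ACTA2, MYL6B, LAMA4 and MYH7. MAGI3, a scaffold protein of cell junctions, was 2.10-fold lower, ACTA2, an actin of smooth muscle, 2.83-fold, MYL6B, a myosin light chain, 5.17-fold (2474.6 to 479.0), LAMA4, a laminin chain, 2.32-fold (1790.6 to 773.0), and MYH7, a slow myosin heavy chain, 19.3-fold (1098.2 to 56.8). ACTG2, another smooth muscle actin, was 5.04-fold higher (354.5 to 1785.5). Of the 151 listed genes, 127 carried a name on the array. On E50 versus E40, 6 of 123 measured genes were higher and 52 lower by over 2-fold. On E60 versus E50, 19 of 115 were higher and 9 lower, and on E60 versus E40, 13 of 123 were higher and 50 lower. COL5A1, THBS4, MAGI3, ACTA2, MYL6B, LAMA4, MYH7 and ACTG2 were chosen after their values were seen. The network was drawn from genes selected on these arrays, so the counts are not independent evidence.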

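Of the 4 integrin genes in the network, ITGB3, the beta chain of the vitronectin receptor, was 3.05-fold lower on E50 than on E40 and 2.88-fold higher on E60 than on E50, with signals of 229.2 on E40 and 215.9 on E60. ITGA2, a collagen receptor chain, was 2.72-fold lower on E50 on the probe set named in the paper's tables (50.0, 18.4 and 23.4). ITGB4, an integrin of hemidesmosomes, stood at 242.8, 388.0 and 539.5. ITGB6, an epithelial integrin, lay at or under the floor on E40 and E50 save for 17.7 on E50 on 1 probe set, and reached 30.9 on E60. ITGAV, the partner chain of ITGB3, stood at 2148.3, 3057.9 and 2686.5, and ITGB5 at 2223.0, 2820.7 and 3167.5, both chosen after their values were seen. Osteoclast genes, a list that also holds ITGB3, had a median log2 fold change of -0.80 on E50 versus E40 (-0.035 after quantile normalization, and -0.10 with a common floor chosen after the data had been seen) and 0.44 on E60 versus E50, both within the range of the random lists. ITGB3 and ITGB4 are read from a single probe set each, and the signals of ITGA2 and ITGB6 are close to the floor.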

As shown in Figure 7, the integrin family may play a key role in early diphyodont morphogenesis and odontogenesis, which are involved in ECM-receptor interactions and focal adhesion pathways. Some studies suggested that integrin not only functions to mediate cell adhesion but also serves as an essential element for proliferation during normal homeostasis [44-48]. The results implied niche plays a role in tooth development and provided clues for understanding the molecule mechanisms regulating diphyodont morphogenesis.

**Figure 7:**
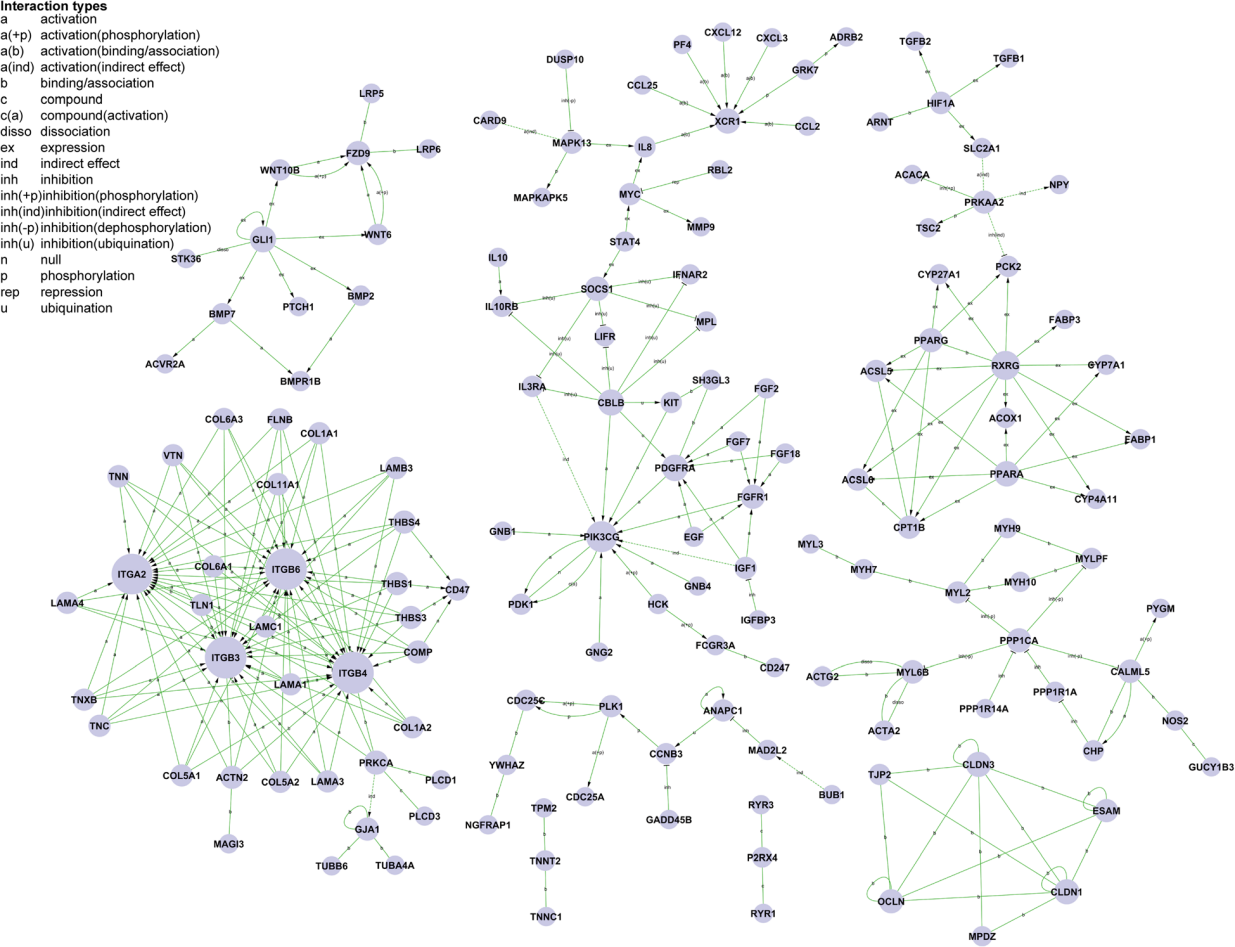
**Gene-gene interaction network.** Genes from significant profiles were analyzed and identified by signal-net construction. Cycle nodes represent genes, the size of nodes represents the power of the interrelation among the genes, and edges between two nodes represent interactions between genes (arrowheads represent targets). The more edges of a gene, the more genes connecting to it, and the more central role it has within the network.

## Conclusions

Here, we characterized the temporal gene expression profiles of diphyodont development at early stages in miniature pigs using microarrays. We focused on the significant pathways involved and gene-gene interactions in early stage odontogenesis and identified 151 genes that very likely correlated with diphyodont development. We also identified the GO terms that significantly correlated with the specific genes involved in the molecular function of odontogenesis, including the odontogenesis of dentine-containing teeth, tooth mineralization, regulation of odontogenesis of dentine-containing teeth, and positive regulation of tooth mineralization.

In our study, 2,037 differential genes were screened using a series of bioinformatics analyses of diphyodont morphogenesis. The results indicated that odontogenesis in miniature pigs involves spatio-temporal development of primary teeth and the initiation of secondary dental lamina. There were stage-special gene expression patterns, in which down-regulated genes were predominant on E50 versus E40, while up-regulated genes dominated the morphogenesis of tooth germs on E60 versus E50. In brief, fine-tuning activation and inhibition of gene expression plays an important role in tooth morphology and renewal. These genes form a network and strongly correlate with diphyodont morphogenesis.

Taken together, our results provide a molecule basis for studying pigs, which are excellent animal models for studying teeth development and regeneration. The genes and pathways screened here suggest strong candidates for in-depth studies of the molecular mechanisms of tooth development and diphyodont replacement in miniature pigs. Those results contribute to the understanding of tooth developmental processes in large animal models, which is a fundamental step for investigating the mechanisms of tooth replacement in humans and is applicable to regenerative medicine.

## Methods

### Ethics statement

This study was carried out in strict accordance with the recommendations of the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004). All procedures involving animals described in the present study were reviewed and approved by the Animal Care and Use Committee of Capital Medical University, Beijing, China (Permit Number: CMU-B20100106). All miniature pigs were placed in adjacent identical pens and given continuous access to a standard commercial feed ration and water. All surgery was performed under combination anesthesia, and all efforts were made to minimize suffering. In brief, the timed gestation of the pregnant miniature pigs was determined starting the day following insemination and verified by B-type ultrasonic inspection. The miniature pigs were anesthetized with a combination of 6 mg/kg ketamine chloride and 0.6 mg/kg xylazine, and were sacrificed by over-anesthetization after removing the fetuses by cesarean section.

### Sample preparation

Pregnant Wuzhishan miniature pigs were obtained from the Institute of Animal Science, Chinese Agriculture University, Beijing, China. The staged miniature pig embryos and fetuses were obtained by cesarean section at E40, E50, and E60. The last deciduous molar germs, including the dental lamina in mandibles from the same litter were isolated and pooled, then immerged in 5–10 volumes of RNAlater solution (Ambion, USA) and incubated overnight at 4°C, and then stored at −20°C until needed for total RNA extraction. The morphological stages of the last deciduous molar at E40, E50, and E60 corresponded to the cap, early bell, and late bell stages, respectively, which were verified by serial histological sections.

### Total RNA isolation

Total RNA was extracted from samples at specific stages using TRIZOL Reagent (Life technologies, CA, US) following the manufacturer’s instructions, and then checked for integrity using an Agilent Bioanalyzer 2100 (Agilent technologies, CA US). All solutions used had RNA integrity numbers (RIN) ≥7.0 and 28S/18S ≥0.7. Total RNA was further purified using the RNeasy mini kit and RNase-Free DNase Set (QIAGEN, GmBH, Germany).

### Microarray hybridization and data preprocessing

The GeneChip® Porcine Genome Arrays (Affymetrix, CA, USA), containing 23,937 probe sets to examine 23,256 transcripts (representing 20,201 genes) in a pig, were used for the expression study. The RNA labeling and microarray hybridization were carried out according to the Affymetrix expression analysis technical manual (Biotechnology Corporation, Shanghai, China). Briefly, total RNA was amplified and labeled using the GeneChip 3′IVT express kit (Affymetrix, CA, US), according to the manufacturer’s instructions, to obtain biotin labeled cRNA. Array hybridization and washes were performed as detailed in the manufacturer’s instructions. The arrays were scanned using the GeneChip® scanner 3000 (Affymetrix, CA, US) and Command Console software 3.1 (Affymetrix, CA, US) with default settings. Raw data were normalized using the MAS 5.0 algorithm of Gene Spring software 11.0 (Agilent technologies, CA, US).

### Quantitative real-time RT-PCR

Microarray results were confirmed for a select group of genes (primers used are listed in Additional file 11) by real-time quantitative RT-PCR (qRT-PCR) on the same RNA samples used for the microarray analyses. In brief, total purified RNA was reverse-transcribed using the SuperScriptIII first-Strand synthesis system (Invitrogen). Real time RT-PCR was carried out with SYBR Green PCR mix (Applied Biosystems) and run on the ABI7300 real-time PCR system (Applied Biosystems). Reactions were performed in triplicate in a total volume of 25 μl. Melting curve analysis (60-95°C) was used for assessing amplification specificity. Amplification of swine GAPDH mRNA was used as an endogenous control. Relative expression of each gene was determined using the 2^ΔΔCT^ method. Statistical analyses were performed as described for the microarray data. Pearson’s correlation coefficient was further calculated for each gene using the normalized data to quantify the consistency between microarray experiments and qRT-PCR (*p <* 0.05 and R > 0.9).

### Histochemical and immunohistochemical analysis

Sections were prepared as described previously [34]. Sections were stained with hematoxylin and eosin (H&E) for the tissue morphogenetic study. Immunohistochemistry analyses were performed following the manufacturer’s instructions. Briefly, the sections were deparaffinized and rehydrated, followed by antigen retrieval and incubation with primary antibodies at 4°C overnight. The primary antibodies used were anti-ameloblastin (1:100, Santa Cruz), anti-DSP (1:200, Santa Cruz), and anti-MMP25 (1:200, Santa Cruz). Subsequently, sections were incubated with the corresponding biotinylated secondary antibody and the avidin-biotin complex (ABC kit, Maixin, Fuzhou, China), according to the manufacturer’s protocol. Positive expressions were visualized by DAB (brown). Slides were counterstained with hematoxylin. Images were taken using a microscope (Olympus BX43F) with an attached Olympus DP72 digital camera system.

### Bioinformatics analysis

The details of the bioinformatics analysis (by Genminix Informatics Ltd, Shanghai, China) can be found in Additional file 12. Briefly, to compare the gene expression profiles of all three stages, we first filtered the samples based on the “detection call”. This “call” can either be “present” (p ≤ 0.05), “marginal” (for *p* > 0.05 and ≤0.065) or “absent” (*p* > 0.065). The genes with significant differential expression (a fold change >2) between the 3 different stages of tooth germs were first filtered using significance analysis of microarrays (SAM) software (*p <* 0.05, FDR < 0.05). GO terms (http://www.geneontology.org/) and KEGG pathway (http://www.genome.jp/kegg/) annotations of the differentially expressed genes were found using the DAVID gene annotation tool (http://david.abcc.ncifcrf.gov/). GO and pathway analyses were carried out for significant gene functions and pathway genes. Next, a Series Test of Cluster (STC) analysis was performed for identifying significant expression tendencies and enrichment functions of differentially expressed genes. Network modeling was then performed to determine the interactions between the significant genes (gene signal transduction network), and canonical pathways analysis (Path-Net) determined the interactions among the significant pathways of the differentially expressed genes using Fisher’s exact test. Those analyses were performed on all of the significant genes and on the gene ontology enriched datasets.

### Availability of supporting data

The data sets supporting the results of this article are included within the article and its additional files.

Additional file 1: http://dx.doi.org/10.6070/H4RJ4GC1.

Additional file 2: http://dx.doi.org/10.6070/H4MS3QPR.

Additional file 3: http://dx.doi.org/10.6070/H4H41PC2.

Additional file 4: http://dx.doi.org/10.6070/H4CC0XNB.

Additional file 5: http://dx.doi.org/10.6070/H47M05WJ.

Additional file 6: http://dx.doi.org/10.6070/H43T9F5P.

Additional file 7: http://dx.doi.org/10.6070/H4028PF8.

Additional file 8: http://dx.doi.org/10.6070/H4V9860T.

Additional file 9: http://dx.doi.org/10.6070/H4QJ7F83.

Additional file 10: http://dx.doi.org/10.6070/H4KW5CZP.

Additional file 11: http://dx.doi.org/10.6070/H4G44N7P.

Additional file 12: http://dx.doi.org/10.6070/H4BC3WGH.

## Abbreviations

Dm3: Third deciduous molar; E: Embryonic day; ECM: Extracellular matrix; GO: Gene ontology; qRT-PCR: Real-time reverse transcription-polymerase chain reaction; sdl: Successional dental lamina; STC: Series test of cluster.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

FW performed the microarray experiments and bioinformatic analyses. SLW designed the research study, analyzed the data, and obtained funding. CW and AL performed qRT-PCR and immunohistochemical analysis. FLW, CMZ, and JJX carried out the animal experiments. ZPF and JQH participated in the design of the study and assisted with the experiments. JX made substantial contributions to the data analysis. FW and SLW drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Detectable transcripts from normalized microarray data.** Table listing all differentially expressed genes with a >2-fold change compared with the other tooth germ stages. Differential genes on E50 versus E40, on E60 versus E50 and E60 versus E40 are shown. Click here for file

Additional file 2 **The up-regulated and down-regulated genes and functions on E50 versus E40.** Table listing the top 20 up-regulated genes (>10-fold differences) and down-regulated genes (>90-fold differences) on E50 versus E40. Click here for file

Additional file 3 **The up-regulated and down-regulated genes and functions on E60 versus E50.** Table listing the top 20 up-regulated genes (>10-fold differences) and top 10 down-regulated genes (>5-fold differences) on E60 versus E50. Click here for file

Additional file 4 **The significant pathways.** Table showing significant pathways and the differential genes involved. Click here for file

Additional file 5 The genes significantly correlated with odontogenesis, from enriched GO categories. Click here for file

Additional file 6 The genes correlated with epithelium determination, derived from enriched GO categories. Click here for file

Additional file 7 **The significant pathways.** Table listing the significant pathways and enriched genes. Click here for file

Additional file 8 **The expression patterns of 2,053 genes analyzed by model profiles.** Figure showing the expression patterns of 2,053 genes were analyzed and summarized by 16 model profiles. Each box represents a model expression profile. The upper number in the profile box is the model profile number and the *p*-value is shown. Seven expression patterns of genes had significant *p*-values (*p* < 0.05), 4 of which had very significant *p*-values (red colored boxes). Click here for file

Additional file 9 **The genes involving significant profiles from STC.** Table listing the genes in each significant profile. The E40, E50, and E60 values represent the time series of gene expression levels for the gene after Log normalized transformation. Click here for file

Additional file 10 **The genes identified by signal-net analysis.** Table listing 151 genes screened as potential targets for diphyodont morphogenesis. Click here for file

Additional file 11 The primer sequences for real-time PCR. Click here for file

Additional file 12 **Supplementary methods.** Including the detailed bioinformatics analysis methods not included in the main text. Click here for file

# Supplementary material for: Stage-specific differential gene expression profiling and functional network analysis during morphogenesis of diphyodont dentition in miniature pigs, Sus Scrofa
**Source:** BMC Genomics. 2014 Feb 6;15:103. doi: 10.1186/1471-2164-15-103
**Supplement:** Additional file 12 — Supplementary methods. Including the detailed bioinformatics analysis methods not included in the main text.

**Additional file 12: Supplementary methods**

**GO analysis**

GO analysis was applied to analyze the main function of the differential expression genes according to the Gene Ontology which is the key functional classification of NCBI [1, 2]. Generally, Fisher’s exact test and test were used to classify the GO category, and the false discovery rate (FDR) [3] was calculated to correct the *P*-value，the smaller the FDR, the small the error in judging the *P*-value. The FDR was defined as, where refers to the number of Fisher’s test *P*-values less thantest *P*-values. We computed *P*-values for the GOs of all the differential genes. Enrichment provides a measure of the significance of the function: as the enrichment increases, the corresponding function is more specific, which helps us to find those GOs with more concrete function description in the experiment. Within the significant category, the enrichment Re was given by:where is the number of differential genes within the particular category, is the total number of genes within the same category, is the number of differential genes in the entire microarray, and is the total number of genes in the microarray [4].

**A Series Test of Cluster (STC) analysis**

We selected differential expression genes at a logical sequence according to RVM （Random variance model）corrective ANOVA. In accordance with different signal density change tendency of genes under different situations, we identify a set of unique model expression tendencies. The raw expression values were converted into log2 ratio. Using a strategy for clustering short time-series gene expression data, we defined some unique profiles. The expression model profiles are related to the actual or the expected number of genes assigned to each model profile. Significant profiles have higher probability than expected by Fisher’s exact test and multiple comparison tests [5, 6].

**Stc-go analysis**

Go-Analysis is applied to the genes belong to certain specific tendencies. It is used to find the main function of the genes have same expression trend according to the Gene Ontology which is the key functional classification of NCBI. Generally, Fisher’s exact test and test were used to classify the GO category, and the false discovery rate (FDR) was calculated to correct the *P*-value，the smaller the FDR, the small the error in judging the *p*-value. The FDR was defined as, where refers to the number of Fisher’s test *P*-values less thantest *P*-values. We computed *P*-values for the GOs of all the differential genes. Enrichment provides a measure of the significance of the function: as the enrichment increases, the corresponding function is more specific, which helps us to find those GOs with more concrete function description in the experiment. Within the significant category, the enrichment Re was given by: where is the number of differential genes within the particular category, is the total number of genes within the same category, is the number of differential genes in the entire microarray, and is the total number of genes in the microarray.

**Pathway analysis**

Similarly, Pathway analysis was used to find out the significant pathway of the differential genes according to KEGG, Biocarta and Reatome. Still, we turn to the Fisher’s exact test and test to select the significant pathway, and the threshold of significance was defined by *P*-value and FDR. The enrichment Re was calculated like the equation above [7-9].

**Path-net analysis**

The Path-Net was the interaction net of the significant pathways of the differential expression genes, and was built according to the interaction among pathways of the KEGG database to find the interaction among the significant pathways directly and systemically. It could summarize the pathway interaction of differential expression genes under diseases and found out the reason why certain pathway was activated [8].

**Signal-net analysis**

Using java that allows users to build and analyze molecular networks, network maps were constructed. For instance, if there is confirmative evidence that two genes interact with each other, an interaction edge is assigned between the two genes. The considered evidence is the source of the interaction database from KEGG. Networks are stored and presented as graphs, where nodes are mainly genes (protein, compound, etc.) and edges represent relation types between the nodes, e.g. activation or phosphorylation. The graph nature of Networks raised our interest to investigate them with powerful tools implemented in R.

To investigate the global network, we computationally identify the most important nodes. To this **e**nd we turn to the connectivity (also known as degree) defined as the sum of connection strengths with the other network genes:. In gene networks, the connectivity measures how correlated a gene is with all other network genes. For a gene in the network, the number of source genes of a gene is called the indegree of the gene and the number of target genes of a gene is its outdegree. The character of genes is described by betweenness centrality measures reflecting the importance of a node in a graph relative to other nodes. For a graph G:(V,E) with n vertices, the relative betweenness centrality is defined by: where is the number of shortest paths from s to t, and is the number of shortest paths from s to t that pass through a vertex v [10-14].

**References**

1. **The Gene Ontology (GO) project in 2006**. *Nucleic Acids Res* 2006, **34**(Database issue):D322-326.

2. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, Davis AP, Dolinski K, Dwight SS, Eppig JT *et al*: **Gene ontology: tool for the unification of biology. The Gene Ontology Consortium**. *Nat Genet* 2000, **25**(1):25-29.

3. Dupuy D, Bertin N, Hidalgo CA, Venkatesan K, Tu D, Lee D, Rosenberg J, Svrzikapa N, Blanc A, Carnec A *et al*: **Genome-scale analysis of in vivo spatiotemporal promoter activity in Caenorhabditis elegans**. *Nat Biotechnol* 2007, **25**(6):663-668.

4. Schlitt T, Palin K, Rung J, Dietmann S, Lappe M, Ukkonen E, Brazma A: **From gene networks to gene function**. *Genome Res* 2003, **13**(12):2568-2576.

5. Ramoni MF, Sebastiani P, Kohane IS: **Cluster analysis of gene expression dynamics**. *Proc Natl Acad Sci U S A* 2002, **99**(14):9121-9126.

6. Miller LD, Long PM, Wong L, Mukherjee S, McShane LM, Liu ET: **Optimal gene expression analysis by microarrays**. *Cancer Cell* 2002, **2**(5):353-361.

7. Kanehisa M, Goto S, Kawashima S, Okuno Y, Hattori M: **The KEGG resource for deciphering the genome**. *Nucleic Acids Res* 2004, **32**(Database issue):D277-280.

8. Yi M, Horton JD, Cohen JC, Hobbs HH, Stephens RM: **WholePathwayScope: a comprehensive pathway-based analysis tool for high-throughput data**. *BMC Bioinformatics* 2006, **7**:30.

9. Draghici S, Khatri P, Tarca AL, Amin K, Done A, Voichita C, Georgescu C, Romero R: **A systems biology approach for pathway level analysis**. *Genome research* 2007, **17**(10):1537-1545.

10. Jansen R, Greenbaum D, Gerstein M: **Relating whole-genome expression data with protein-protein interactions**. *Genome Res* 2002, **12**(1):37-46.

11. Li C, Li H: **Network-constrained regularization and variable selection for analysis of genomic data**. *Bioinformatics* 2008, **24**(9):1175-1182.

12. Wei Z, Li H: **A Markov random field model for network-based analysis of genomic data**. *Bioinformatics* 2007, **23**(12):1537-1544.

13. Zhang JD, Wiemann S: **KEGGgraph: a graph approach to KEGG PATHWAY in R and bioconductor**. *Bioinformatics* 2009, **25**(11):1470-1471.

14. Spirin V, Mirny LA: **Protein complexes and functional modules in molecular networks**. *Proc Natl Acad Sci U S A* 2003, **100**(21):12123-12128.

How the deposited data were processed for this re-analysis (not part of the article)

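RNA of the last deciduous molar germs of Wuzhishan miniature pigs, pooled within 1 litter on each of E40, E50 and E60, was measured on 1 Affymetrix Porcine Genome Array per stage. The authors computed MAS 5.0 signals in GeneSpring, scaled each array, and deposited the log2 values of these signals, which were used here without a further transformation. The mean signal with the brightest and dimmest 2% left out was checked and is equal on the 3 arrays, and the differences between the deposited columns equal the log2 ratios that Additional file 9 gives for 1003 probe sets (largest difference 4.6e-05). Of 24123 probe sets, 124 array controls were left out and 23999 analysed.

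A signal under the 25th percentile of its own array (the floor) was raised to that percentile. Fold changes are ratios of 2 arrays. A fold with 1 signal under the floor is a lower bound and is written "at least", and with both under the floor no fold was computed. The floors differ between arrays by less than 2-fold, and calls with 1 signal under its floor depend on them. A common floor, added after the data had been seen, gave 2206 lower probe sets on E50 versus E40, not 2862. It gave 807 higher ones on E60 versus E50, not 1184, and left the 477 higher ones on E50 versus E40 unchanged. A raised signal can also pass the other array's signal, though by less than 2-fold, so this is never called. No fold is given for such a gene, but the list medians hold its value. Probe sets were called higher or lower over 2-fold in each of 3 pairs of stages. The share of higher probe sets among the called ones carries a 95% Wilson interval, which covers counting error only. The median signals and floors that bound what dim probe sets can show are given with the first passage. Precision was judged from genes with several measured probe sets. The SD of the log2 fold difference between them was 0.78 on E50 versus E40, 0.63 on E60 versus E50 and 0.74 on E60 versus E40, which holds differences between probes as well as noise.

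Gene symbols came from the platform table, in which 10069 probe sets carry 1 symbol, 198 several and 13732 none. A reference gene table matched 9961 of the first group by gene ID and changed 0 symbols. Another 466 probe sets took their symbol from the paper's gene tables, and 6765 symbols were named in all. Of 600 probe sets of Additional file 9 that have a symbol in the platform table, 63 carry another symbol in Additional file 9. A gene without a symbol in these sources has no value here. Each gene of the lists written for this work was represented by the probe set with the highest mean log2 signal among those with 1 symbol in the platform table, and each gene of the study's groups by the brightest named in either source, so a gene in both can rest on different probe sets.

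The 16 gene lists hold 338 genes: enamel matrix and ameloblast, dentin and bone matrix, tooth signalling and transcription factors, proliferation, interferon response, skeletal muscle, keratinised epithelium, erythroid, endothelial, macrophage, Schwann and nerve, cartilage, osteoclast, extracellular matrix and integrins, Y-linked with XIST, and housekeeping. They were written before the data were examined, as were the floor, the thresholds, the rule for named genes and 10 of the alternatives, but after the fold changes in the paper's tables had been read, which bears on the enamel, dentin, muscle, keratinised epithelium and interferon lists most. The median log2 fold of a list was ranked among 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean signal, and a list counted as outside the range of the random lists in their outer 5%. Groups, pathways and profiles chosen by the study on these arrays were only counted.

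Named genes are those that the paper names in its text or in Fig. 2, its 4 integrins, the 10 largest rises and the 10 largest falls of each pair among probe sets with 1 symbol and both signals above the floor, and the brightest members of each list, at most 4. A gene outside this rule is said to have been chosen after its values were seen. Of the genes of Fig. 2B, 1 is not reported here.

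Alternatives changed 1 choice at a time: no floor, a floor at the 50th percentile, scaling to equal medians, quantile normalization, scaling to 11 housekeeping genes, a 3-fold threshold, only probe sets with 1 symbol, 1 probe set per symbol, probe sets without the suffixes that mark shared matches, and, for the lists, the mean over the probe sets of a gene. Another 3 were added after the data had been seen: a common floor at the highest of the 3 floors, list medians without genes whose raised signal passes the other array's signal, and counts without the genes of skeletal muscle and keratinised epithelium. The overlaps between pairs were recomputed under the alternatives of the counts. A count, list median or gene fold was taken as kept within 1.5-fold of its value, a limit set for this work, and a share within its 95% interval.

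On simulated arrays with 50 probe sets planted at each of 1.5, -1.5, 3.0 and -3.0 log2 and noise of SD 0.2, all planted probe sets were called, as were 0 of 23799 unchanged ones. This checks the computation only, since the planted probe sets were bright and the simulated noise is smaller than the SD between probe sets of a gene given above, so it gives no rate of false calls. Of 40 simulated lists of 20 genes without a shift, 2 fell in the outer 5%, and of 40 lists shifted by 1 log2, 40 did. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

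Significance analysis of microarrays, which needs replicate arrays, was not run, and no p-values were computed. Detection calls, the qRT-PCR and immunocytochemistry measurements, and the enrichment tests of GO groups and pathways were not analysed here.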

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

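The tests on the other marker lists, on the share of muscle genes that were lower, on macrophage genes and on the stage at which interferon genes are brightest were chosen only after the results had been seen, while those on quantile normalization and on the brighter probe sets were not.

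Interferon response genes had a median log2 fold change of 1.09 on E50 versus E40 and -1.28 on E60 versus E50, which is signal in genes that the text of the paper does not discuss, beyond its mention of immune response and a GO group of Additional file 4. More macrophages in the E50 sample are argued against, since the macrophage list's median on E50 versus E40 was -54.6% of the interferon list's, with AIF1, the brightest of its genes, at 309.7 on E40, 447.3 on E50 and 609.0 on E60 (7 of the 11 named macrophage genes lay above the floor on every array and 1 is in the paper's gene tables). Different signal distributions of the arrays are argued against as the whole cause by a median of 1.55 on E50 versus E40 after quantile normalization. A response of the 1 litter pooled for E50 and a change with the stage cannot be told apart, because litter and stage coincide, and that 73.3% of the 15 measured genes were brightest on E50 would follow from both. The biological explanation that the design names, the stage, was not tested, and 5 of the 16 named interferon genes are in the paper's gene tables.

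Keratinised epithelium genes, which the paper's text does not discuss either, beyond a GO group of epidermis development in Additional file 4 and IVL and SPRP in Additional file 2, had a median log2 fold change of -2.79 on E50 versus E40 and -2.91 on E60 versus E40, beside -4.61 and -4.32 for skeletal muscle. A lower share of tooth germ cells in the E40 sample, with every other cell type raised as much as muscle, is argued against. All 6 of the other marker lists (erythroid, endothelial, macrophage, Schwann and nerve, cartilage, osteoclast) had a median above -1 on E50 versus E40. Without a floor the osteoclast median was -1.20. All 6 medians were negative, from -0.80 (osteoclast) to -0.13 (Schwann and nerve), though the sign of some turned with the scaling. A smaller difference in the share of tooth germ cells thus stays open. Muscle fibres beside the tooth germ in the E40 sample and a change with the stage cannot be told apart, because each stage is 1 dissected pool: that 96.7% of the measured muscle genes were lower by over 2-fold on E50, led in signal by MYLPF at 8765.9 on E40 and 60.9 on E50, restates the pattern and speaks for neither. Of the 32 named muscle genes, 30 are in the paper's gene tables and 17 lay above the floor on every array, and of the 11 named keratinised epithelium genes 8 and 7. No biological explanation was tested, a change in the surrounding tissue with the stage stays open, and the 2 lists share no gene with another list.

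On E50 versus E40 more probe sets were lower than higher, with 14.3% of the called ones higher. Different signal distributions of the arrays after the authors' scaling may account for most of this imbalance, as the share was 42.5% after quantile normalization, where lower probe sets still were the more numerous. Noise of dim signals cannot be told apart from a change, since the share was 30.0% in the brighter 50% of the probe sets, at the edge of the range that would argue against it. A stage at which a large part of the genes is truly lower would also shift the distribution, so quantile normalization would remove it as well, and this biological explanation was not tested.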

How the results depend on the processing

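The common floor, the omission of muscle and keratinised epithelium genes and that of list genes whose raised signal passes the other array's signal were chosen only after the data had been seen. No paired analysis was possible because each stage has 1 array of 1 pooled litter, and for the same reason no array could be left out and no regrouping tried. Lower probe sets outnumbered higher ones on E50 versus E40 under every alternative of the counts (8.0% to 44.6% higher, 14.3% as reported), and higher ones were the more numerous on E60 versus E50 (59.5% to 86.9%, 77.2% as reported). The share on E60 versus E40 ran from 21.5% to 52.6% (26.4% as reported) and was reversed with the arrays at equal medians. Lists were recomputed under the floor and scaling alternatives, without suffixed probe sets and with the mean over probe sets, and named genes under the floors and scalings set beforehand. No list outside the random range and no named gene past 2-fold changed its direction there. All 45 list medians stayed within 1.5-fold with the mean over probe sets, as did 353 of 377 named gene folds without a floor, 361 of 377 after quantile normalization and 209 of 287 with a floor at the 50th percentile. Equal medians and housekeeping scaling move every fold of a pair by 1 constant, so they do not test how stable a single fold is. The muscle median on E50 versus E40 ran from -4.92 to -3.27, that of interferon genes from 0.99 to 1.55 and that of enamel genes on E60 versus E50 from 3.21 to 3.61. Without a floor, 1555 probe sets were higher and 5011 lower on E50 versus E40 (23.7% higher), 3245 and 1664 on E60 versus E50 (66.1%), and 2172 and 4177 on E60 versus E40 (34.2%). Then 1404 differed in every pair (154 higher, 335 lower, 915 both ways), the Schwann and nerve median was 1.10 on E50 versus E40 (-0.13 as reported) and 1.14 on E60 versus E40 (-0.25), and all probe sets of a gene moved the same way in 50.6%, 45.4% and 52.4% of genes (64.8%, 60.5% and 66.7%). Dim signals enter by construction there. A floor at the 50th percentile, which takes dim signals out, gave 262 and 902 (22.5%), 330 and 104, and 469 and 880 (34.8%) in the same order of pairs, 42 in every pair (20 higher, 6 lower, 16 both ways), and 292, 151 and 384 in 1 pair only. Its medians on E50 versus E40 were 3.76 for enamel, -3.27 for muscle, -1.30 for keratinised epithelium, 0.070 for macrophage and 2.98 for cartilage genes, and on E60 versus E40 -3.06 for muscle, -1.28 for keratinised epithelium, 0.40 for Schwann and nerve and 3.62 for cartilage genes, and probe sets of a gene moved the same way in 71.1%, 80.0% and 74.8%. Scaling to equal medians gave 1455 and 1808 (44.6%) on E50 versus E40, 68.9% on E60 versus E50, and 1628 and 1467 (52.6%) on E60 versus E40, with 117 both ways and 52 of profile 9 lower on E50 versus E40 (79 as reported). Quantile normalization gave 1209 and 1636 (42.5%), 745 higher on E60 versus E50 (59.5%) and 1477 higher on E60 versus E40 (47.5%), with 90 both ways. After it the E50 versus E40 medians were 0.57 for enamel, 0.035 for macrophage, 0.0125 for cartilage and -0.035 for osteoclast genes, 1 probe set of profile 2 and 1 of profile 8 were lower on E60 versus E50, 43 of profile 9 were lower on E50 versus E40, and 172 of profile 13 lower on E60 versus E50 (107 as reported). Housekeeping scaling gave shares of 9.8% and 86.9% in the first 2 pairs. For these scalings the cause was not tested, and the median probe set stood at 0.24 log2 on E50 versus E40 with equal medians and at -0.25 with housekeeping scaling. The stricter or smaller sets give fewer calls by construction: the 3-fold threshold 126 and 1453 (8.0%), 306 and 71 (81.2%), and 277 and 1009 (21.5%), with 33 in every pair (11, 5 and 17) and 596, 129 and 284 in 1 pair only; probe sets with 1 symbol 229 and 846 (21.3%), 421 and 171 (71.1%), and 376 and 742 (33.6%), with 82 (23, 13 and 46) and 289, 186 and 312; and 1 probe set per symbol 169 and 494 (25.5%), 270 and 108 (71.4%), and 275 and 447 (38.1%), with 50 (19, 9 and 22) and 165, 117 and 207. Why the share of higher probe sets is larger among named ones on E50 versus E40 was not tested. Without the suffixed probe sets the keratinised epithelium median on E60 versus E40 was -2.23, and the cause was not tested. The common floor gave shares of 17.8%, 74.1% and 29.0%, 117 both ways, 279 on E60 versus E50 only, and E50 versus E40 medians of 0.92 for enamel and -0.10 for osteoclast genes, and the cause was not tested. Without list genes whose raised signal passes the other array's signal, the enamel median on E50 versus E40 was 0.65 (-0.17 as reported, the value of ENAM, which drops out), and the other list medians stayed within 1.5-fold. Leaving out the listed muscle and keratinised epithelium genes gave 14.5%, 77.3% and 26.7%, and no count moved by over 1.5 times. This kept 23938 of the 23999 probe sets, among them muscle genes outside the list such as ACTC1. The Y-linked list had no measured gene, and a floor at the 50th percentile gave 287 of the 377 folds of named genes. Dim signals limit precision: the SD of the difference between probe sets of a gene on E50 versus E40 was 0.65 log2 in the brighter 50% and 0.89 in the dimmer 50%, and 881 of the 2862 lower calls rest on a signal under the floor.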

Differences from the paper's values

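The look at a second TGFB2 probe set was chosen after the result was seen, while the alternatives named here were all set before the data were examined, and for the counts they are no floor, a floor at the 50th percentile, equal medians, quantile normalization, housekeeping scaling, a 3-fold threshold, probe sets with 1 symbol, 1 probe set per symbol, and probe sets without suffixes. The paper counts annotated genes over 2-fold after detection calls and significance analysis of microarrays, while the values here count probe sets over 2-fold above a floor, so the filters differ.

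The paper gives 779 lower genes on E50 versus E40 and 2862 probe sets were lower here. A floor at the 50th percentile (902) and probe sets with 1 symbol (846) fall within 1.5-fold of the paper's number, and the other alternatives do not. For E60 versus E50, the paper's 408 higher and 184 lower stand beside 1184 and 349. The first is approached within 1.5-fold by the floor at the 50th percentile (330), the 3-fold threshold (306) and probe sets with 1 symbol (421), the second by housekeeping scaling (240) and probe sets with 1 symbol (171), and neither by the others. The paper has, on E60 versus E40, 428 higher and 790 lower against 840 and 2343 here, though the paper's total for this pair is larger than the sum of its 2 numbers. Within 1.5-fold of the paper's 428 are the floor at the 50th percentile (469) and probe sets with 1 symbol (376), and within 1.5-fold of its 790 are the floor at the 50th percentile (880), the 3-fold threshold (1009) and probe sets with 1 symbol (742), but not the rest.

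For changes in every pair the paper's 110 genes stand beside 256 probe sets, with only the probe sets with 1 symbol (82) within 1.5-fold, and its 60 in both directions beside 185, with quantile normalization (90) and probe sets with 1 symbol (46) within 1.5-fold and the others beyond. In the paper 323 genes changed on E60 versus E40 only, and 758 probe sets did here, where the floor at the 50th percentile (384), the 3-fold threshold (284) and probe sets with 1 symbol (312) come within 1.5-fold and the rest do not. The paper's 175 on E60 versus E50 only compare with 464, and the floor at the 50th percentile (151), the 3-fold threshold (129), probe sets with 1 symbol (186) and 1 probe set per symbol (117) come within 1.5-fold, unlike the others.

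In Fig. 2B, read by eye, the paper's array fold of TGFB2 over E40 is about 0.45 on E60, and the brightest probe set gave 1.01 here. Neither the floor settings nor any of the scalings brings it within 1.5-fold. The dimmest TGFB2 probe set, picked after its values were seen, with signals of 153.8, 95.9 and 68.5, has a fold of that size. For FGF2 the paper's folds in Fig. 2B are about 6.0 on E50 and about 12 on E60, where the deposited signals give 0.285 and at most 0.282, and every scaling and floor that yields a value differs from the paper's too. FGF2 was lower, not higher, on E50 and E60 than on E40 (77.4, 22.1 and 8.6). Of Additional file 1, which in the paper has 2035 entries, 602 were in the copy used here.

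The paper groups profiles 4, 7, 9 and 13 as constantly decreasing. Of their 560 probe sets 383 were lower at both steps, and in profile 13 alone 107 of 284 were, while the other 177 were higher on E60 than on E50. The paper lists HIF1A among the genes that fall most on E60 versus E50. That fall rests on a probe set under the floor on all arrays (13.3, 11.5 and 1.0), and the brightest HIF1A probe set stood at 3622.0, 5512.9 and 5360.3. The probe set that the paper calls MMP25 is MMP20 in the platform table. Profile 2 has 76 entries in Additional file 9, and the paper's text gives 77.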

Other observations

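Proliferation genes stood slightly higher in the median on E50 than on the arrays before and after it, but not all of them rose from E40. MCM5, MCM3, RRM2, AURKA and CCNA2, chosen after their values were seen, were lower on E50 than on E40, CCNA2 most (174.1 and 96.7). All 17 measured genes lay within 2-fold on E50 versus E40, with a median log2 fold change of 0.35, above 97.90% of the random lists and between 0.24 and 0.73 under the scalings tried. PCNA, a clamp of DNA replication, stood at 3908.5 on E40, 5430.9 on E50 and 4607.3 on E60, TOP2A, a DNA topoisomerase, at 4128.9, 4799.3 and 3413.4, and UBE2C at 2745.9, 4381.4 and 1761.9. On E60 versus E40 the median was -0.31, above 0.26% of the random lists, with none of 17 genes past 2-fold, and it was -0.00 with the arrays at equal medians. The medians without genes set by the floor were chosen after the result was seen, and genes named outside the rule are marked.

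Genes of the osteoclast and of the Schwann and nerve list lay in part above the floor on every array (5 of 8 and 4 of 7 named genes). CTSK, the osteoclast protease cathepsin K, stood at 1988.2, 2164.3 and 2008.5, and CKB, a creatine kinase, at 817.8, 214.7 and 935.8. The osteoclast list had 2 of 8 genes lower and none higher on E50 versus E40, 2 of 7 higher and none lower on E60 versus E50, and a median of -0.04 over 8 genes on E60 versus E40 with none past 2-fold. Among nerve genes, GAP43, a protein of growing axons, stood at 165.8, 409.5 and 977.0, S100B, a glial calcium-binding protein, at 397.6, 849.8 and 876.5, NCAM1, an adhesion molecule, at 1590.2, 1612.3 and 1262.2, and STMN2, a neuronal stathmin chosen after its values were seen, at 459.6, 20.0 and 7.8. The Schwann and nerve list thus went both ways, with 2 of 7 genes higher and 1 lower on E50 versus E40 (median -0.13), 1 of 7 higher on E60 versus E50 (0.04) and 2 of 6 higher and 1 lower on E60 versus E40 (-0.25). These medians hold SOX10 (7.0, 21.7 and 26.0), NEFL (5.0, 24.0 and 16.4) and STMN2, the first 2 chosen after their values were seen, where a signal raised to its floor passes the other signal, and without such genes, chosen after the medians were seen, they were 0.020, -0.047 and -0.33.

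HAPLN1, the brightest gene of the cartilage list, stood at 416.1, 3280.6 and 5118.9, while COL2A1, the collagen of cartilage, was dim at 76.4, 48.8 and 80.6. Cartilage medians were -0.66 on E50 versus E40 (1 of 6 higher, 1 lower), 0.64 on E60 versus E50 (1 of 5 higher, none lower) and 0.17 on E60 versus E40 (1 of 6 higher, 1 lower). HBB, a beta globin, stood at 2038.5, 1759.0 and 2341.4, and the erythroid medians were -0.21 over 5 genes, 0.32 over 6 (1 higher) and -0.03 over 6 in the order of E50 versus E40, E60 versus E50 and E60 versus E40, with no other gene past 2-fold. The endothelial median on E60 versus E40 was -0.22 over 11 genes (1 lower, none higher) and the macrophage median 0.04 over 10 genes (none past 2-fold). Of these medians, the sign of the Schwann and nerve list in every pair, of the erythroid list on E50 versus E40 and on E60 versus E40, of the endothelial and osteoclast lists on E60 versus E40 and of the cartilage list on E50 versus E40 turned with at least 1 scaling. The Y-linked list had no measured gene.

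The fold changes in the paper's Additional files 2 and 3 were recomputed from the deposited signals, with a largest relative difference of 7e-06. Both signals lay above the floor for 4 of the 20 genes that the paper lists as most raised on E50 versus E40 and for 8 of the 20 most lowered, and for 5 of the 20 most raised on E60 versus E50 and 0 of the 10 most lowered. The others are ratios against a signal under the 25th percentile of its array.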
